# Platelet-derived thrombospondin 1 promotes immune cell liver infiltration and exacerbates diet-induced steatohepatitis

**DOI:** 10.1016/j.jhepr.2024.101019

**Published:** 2024-01-26

**Authors:** Taesik Gwag, Sangderk Lee, Zhenyu Li, Alana Newcomb, Josephine Otuagomah, Steven A. Weinman, Ying Liang, Changcheng Zhou, Shuxia Wang

**Keywords:** Platelet α granule, TSP1, NASH, brown adipocytes, organ crosstalk

## Abstract

**Background & Aims:**

Recent studies have implicated platelets, particularly α-granules, in the development of non-alcoholic steatohepatitis (NASH). However, the specific mechanisms involved have yet to be determined. Notably, thrombospondin 1 (TSP1) is a major component of the platelet α-granules released during platelet activation. Hence, we aimed to determine the role of platelet-derived TSP1 in NASH.

**Methods:**

Platelet-specific *Tsp1* knockout mice (*TSP1*^*Δpf4*^*)* and their wild-type littermates (*TSP1*^*F/F*^) were used. NASH was induced by feeding the mice with a diet enriched in fat, sucrose, fructose, and cholesterol (AMLN diet). A human liver NASH organoid model was also employed.

**Results:**

Although TSP1 deletion in platelets did not affect diet-induced steatosis, *TSP1*^*Δpf4*^ mice exhibited attenuated NASH and liver fibrosis, accompanied by improvements in plasma glucose and lipid homeostasis. Furthermore, *TSP1*^*Δpf4*^ mice showed reduced intrahepatic platelet accumulation, activation, and chemokine production, correlating with decreased immune cell infiltration into the liver. Consequently, this diminished proinflammatory signaling in the liver, thereby mitigating the progression of NAFLD. Moreover, *in vitro* data revealed that co-culturing TSP1-deficient platelets in a human liver NASH organoid model attenuated hepatic stellate cell activation and NASH progression. Additionally, TSP1-deficient platelets play a role in regulating brown fat endocrine function, specifically affecting Nrg4 (neuregulin 4) production. Crosstalk between brown fat and the liver may also influence the progression of NAFLD.

**Conclusions:**

These data suggest that platelet α-granule-derived TSP1 is a significant contributor to diet-induced NASH and fibrosis, potentially serving as a new therapeutic target for this severe liver disease.

**Impact and implications:**

Recent studies have implicated platelets, specifically α-granules, in the development of non-alcoholic steatohepatitis, yet the precise mechanisms remain unknown. In this study, through the utilization of a tissue-specific knockout mouse model and human 3D liver organoid, we demonstrated that platelet α-granule-derived TSP1 significantly contributes to diet-induced non-alcoholic steatohepatitis and fibrosis. This contribution is, in part, attributed to the regulation of intrahepatic immune cell infiltration and potential crosstalk between fat and the liver. These findings suggest that platelet-derived TSP1 may represent a novel therapeutic target in non-alcoholic fatty liver disease.

## Highlights

• Platelet specific TSP1 deletion does not affect hemostasis under physiological conditions.
• Deletion of TSP1 in platelets reduces immune cell liver infiltration.
• Deletion of TSP1 in platelets attenuates diet-induced steatohepatitis and liver fibrosis.
• Platelets with TSP1 deletion stimulates Nrg4 expression in brown adipocytes.

## Introduction

The pathogenesis of non-alcoholic fatty liver disease (NAFLD)/non-alcoholic steatohepatitis (NASH) is complex.^1^ Immune cell-mediated inflammation has emerged as a significant contributor to NAFLD progression and fibrosis development.[2], [3], [4], [5] Although macrophages and T cells have been extensively studied in NAFLD, the role of platelets in NASH development has gained recognition.[6], [7], [8], [9], [10] In addition to their well-known role in regulating blood hemostasis, accumulating evidence suggests that platelets are significant contributors to NAFLD/NASH.[6], [7], [8], [9], [10] Previous studies have reported an association between the platelet count and NAFLD.[11], [12], [13], [14] Furthermore, studies using rodent models have demonstrated that anti-platelet therapy can alleviate NASH development^6^ and reduce liver damage in patients with NAFLD.^15^ A recent study has revealed that platelets accumulate and adhere to Kupffer cells, promoting liver inflammation through a GPIbα-dependent mechanism.^8^ Platelet cargo, particularly α-granules, has been implicated in NASH progression.^8^ However, the specific constituents of platelet-derived α-granules involved in NASH progression have yet to be fully characterized.

Thrombospondin 1 (TSP1) is a large glycoprotein with a molecular weight of 420-450 kDa that forms a homotrimeric structure. It constitutes a substantial portion, approximately 20%, of the total content of human platelet α granules, making it one of the most abundant proteins in these granules. TSP1 is rapidly released upon platelet activation^16^ and also secreted by various cell types.^17^ In addition to regulation of hemostasis, previous studies from our lab established an important role of TSP1 in obesity-associated metabolic diseases including NAFLD/NASH.[18], [19], [20], [21], [22], [23] We have demonstrated that TSP1 is an important regulator of monocyte/macrophage functions. It stimulates monocyte/macrophage migration and proinflammatory activation, which contributes to obesity-related chronic inflammation and NAFLD/NASH.^23^^,^^24^ Although recent advances have illustrated the role of TSP1 in metabolic diseases, the cellular sources of TSP1 that significantly affect the development and progression of NASH remain unresolved. With the recognition of platelets in NASH pathogenesis and the high abundance of TSP1 in platelet α granules, we hypothesize that TSP1 from platelet sources might be a significant contributor to NASH. The aim of this current study was to test this hypothesis.

In this study, for the first time, we investigated the role of platelet-derived TSP1 in a diet-induced NASH mouse model using platelet-specific TSP1-deficient mice as well as human NASH organoids. Although TSP1 deletion in platelets did not protect against diet-induced steatosis, it significantly attenuated liver inflammation and fibrosis, providing strong evidence that platelet-derived TSP1 is an important contributor to NAFLD progression.

## Material and methods

### Mice and diet

All experiments involving mice were approved by the University of Kentucky Institutional Animal Care and Use Committee. Animals were housed in standard cages at 22 °C under a 12:12-h light-dark cycle. To produce platelet-specific TSP1-deficient mice (*TSP1*^*Δpf4*^*)*, *Tsp1* floxed mice generated in our laboratory^24^ (*TSP1*^*F/F*^) were crossbred with *Pf4-Cre* mice from Jax Lab for two generations. Male *TSP1*^*Δpf4*^ mice and littermate controls (*TSP1*^*F/F*^*)* were used in our studies. For dietary models, mice were fed a low-fat diet (LF, 10% kcal, D1250B, Research Diets, Inc, NJ) or AMLN diet (40% fat; 22% fructose and 2% cholesterol, D09100301, Research Diets, Inc, NJ) for 16 weeks (to induce simple steatosis) and 32 weeks (to induce NASH).

### Metabolic analysis

Body weight was monitored weekly. Body composition (*e.g*., fat mass and lean mass) was measured using Echo-MRI. Glucose tolerance test and data analysis were performed as previously described.^25^ Indirect calorimetry was performed by placing mice in the Sable Promethion Metabolic Chamber.

### Liver histology analysis and immunohistochemical staining

Liver histology (H&E staining) and the NAFLD activity score were assessed as previously described.[26], [27], [28] Sirius Red or Trichrome staining, provided by a Pathology Core at the University of Kentucky, was used to analyze liver fibrosis. For liver immunohistochemical staining, liver paraffin sections were stained with anti-CD41 antibody (Thermo Fisher Scientific; MA, USA), anti-neutrophil antibody [7/4] (ab53457) (Abcam; Cambridge CB20AX, UK), anti-p-selectin antibody (Novus Biologicals, CO, USA), anti-CD4 antibody (Abcam; Cambridge CB20AX, UK), or anti-CD8 antibody (Novus Biologicals, CO, USA), followed by incubation with biotinylated secondary antibody, peroxidase substrate diaminobenzidine (Vector Lab) and counterstaining with hematoxylin. Images were captured by a Nikon Eclipse 55i microscope. Semi-quantification of neutrophil, CD4, or CD8 positive cells in liver sections was performed as previously described.^29^

### Lipid analysis

Total lipids from frozen liver were extracted as previously described.^30^ Liver and plasma triacylglycerol and total cholesterol levels were measured enzymatically using kits from Wako Chemicals (Richmond, USA). Additionally, plasma from multiple mice (n = 5) in each group was pooled, and fast-performance liquid chromatography was used to determine plasma lipoprotein distribution.^31^

### Blood parameter analysis

At the end of the study, blood hematology analysis was performed using the Hemavet 950FS. Plasma alanine aminotransferase (ALT) levels were measured using ALT assay kits (Sigma-Aldrich, MD, USA). Plasma insulin levels were measured using an ELISA kit (Crystal Chem, IL, USA). PF4 levels in platelet-rich plasma or platelet-poor plasma were measured using a mouse CXCL4/PF4 immunoassay kit (R&D system; MN, USA).

### Liver RNA-Seq transcriptome sequencing

Liver bulk RNA sequencing was performed by Novogene (Sacremento, CA) NovaSeq PE150, for all 16 liver samples (n = 4 mice/group), with an average read depth of 6G reads per sample. Reads were aligned using STAR 2.7.8a and quantified using the mouse reference genome mm10. Analysis of differentially expressed genes (DEGs) between groups of interest was conducted using the DESeq2 algorithm. DEGs were selected if the adjusted *p* value was less than 0.05 and the absolute value of log-fold change was higher than 0.25. Based on the identified DEGs between groups of interest, enrichment analyses of gene ontology terms, the KEGG pathway, and the Reactome pathway were performed using Cluster Profiler R program package. Enrichment analysis results were filtered out if the adjusted *p* value was greater than 0.05. The data have been deposited in the Gene Expression Omnibus with accession number GSE250004.

### Real-time quantitative PCR

Total RNA from the liver and other tissues was extracted, reverse transcribed to cDNA, subjected to quantitative PCR analysis using a MyiQ Real-time PCR Thermal Cycler (Bio-Rad) with SYBR Green PCR Master Kit (Qiagen, Valencia, CA) and normalized to β-actin mRNA levels as previously described.^23^ All the primer sequences utilized in this study are listed in Table S1.

### Western blotting

Proteins obtained from the liver or other tissues were separated using SDS-PAGE and subsequently transferred onto a nitrocellulose membrane. To determine protein expression, immunoblotting was performed using the following antibodies: anti-TSP1 (Novus Biologicals), anti-α-SMA (smooth muscle actin) (Sigma-Aldrich), or anti-β-actin (Sigma-Aldrich). The membranes were incubated with primary antibodies and then with appropriate secondary antibodies conjugated with horseradish peroxidase. Labelled proteins were visualized using an enhanced chemiluminescence system (Pierce).

### 3D human NASH organoid model with or without platelet co-culture

A 3D human NASH *in vitro* model was previously established in our lab.^29^ Briefly, human hepatocytes (ATCC), THP1-derived macrophages (ATCC) and human stellate cells (Zenbio) were co-cultured to form 3D spheroids and then treated with NASH-inducing media (DMEM media containing 1% BSA, palmitate [0.5 mM], high glucose [30 mM] and lipopolysaccharide [2 μg/ml]) for 5 days to induce the proinflammatory and profibrogenic phenotype. To determine the effect of TSP1-depleted platelets on NASH progression in liver organoids, purified platelets (1x10^4^) from wild-type (WT) or TSP1-deficient mice were added into 3D spheroids in the presence of NASH-inducing media for 5 days. After treatment, cells were harvested, and the expression of genes related to inflammation and fibrosis was determined by real-time PCR. Additionally, organoids were harvested for immunofluorescence staining with anti-α-SMA (Sigma, 1:100) and then secondary antibody-mouse-Alexa488. After staining, slides were mounted with mounting medium containing DAPI. The images were captured with the Nikon A1R confocal microscope.

### Statistical analysis

Statistical analysis was performed using Prism version 9.0 (GraphPad Software, San Diego, CA, USA). Data are expressed as mean values ± SE. Two-tailed Student’s *t* test was used to determine statistical significance between the two groups. One-way ANOVA followed by Tukey’s multiple comparison test or two-way ANOVA followed by Tukey’s multiple comparison test was used for multi-group comparisons.

## Results

### Platelet-specific TSP1 deficiency failed to protect mice against diet-induced steatosis

TSP1 deficiency in platelets of *TSP1*^*ΔPf4*^ mice was confirmed through PCR and western blotting (Fig. S1A-C). TSP1 deficiency did not affect blood platelet counts (Fig. S1D, Table S2). Platelet aggregation and mouse tail bleeding time were also measured as previously described^32^ and were comparable between WT and knockout (KO) mice (Fig. S1E,F), Together, these data suggest that deletion of TSP1 in platelets does not affect hemostasis under physiological conditions.

To determine whether platelet TSP1 deficiency affects NAFLD development and progression, a mouse model of AMLN diet-induced NASH (obesity and insulin resistance)^33^ was utilized. Simple steatosis was induced by feeding mice with the AMLN diet for 16 weeks. We observed that AMLN-fed *TSP1*^*ΔPf4*^ mice had slightly reduced body weight compared to AMLN-fed *TSP1*^*F/F*^ mice (Fig. 1A,B). Plasma ALT levels were also reduced in the AMLN-fed *TSP1*^*ΔPf4*^ mice (Fig. 1C). However, liver weight/body weight ratio, liver fat accumulation (demonstrated by Oil Red O staining), hepatic total cholesterol and triglyceride measurements, and glucose tolerance tests were comparable between the two genotypes after AMLN diet feeding (Fig. 1D,E). These data suggest that platelet TSP1 deficiency did not affect the development of diet-induced steatosis.

**Fig. 1:**
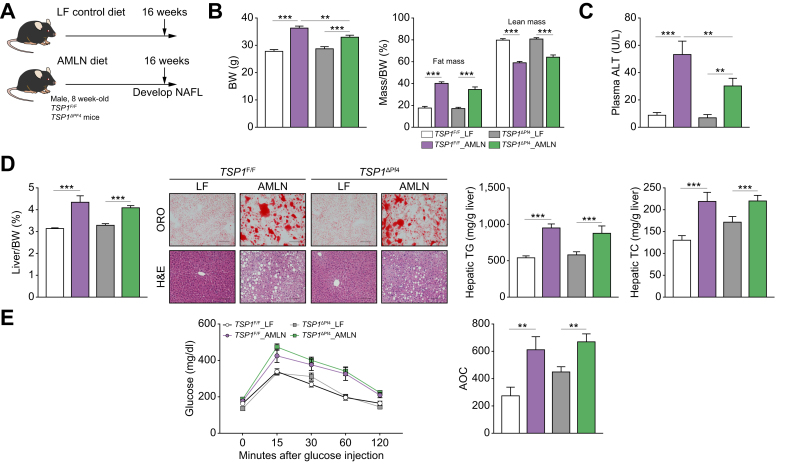
Deletion of TSP1 in platelets did not protect mice from the 16-week AMLN diet-induced hepatic steatosis. (A) Schematic diagram of experimental setting for 16 weeks LF or AMLN diet feeding; (B) Body weight and body composition were measured at 16 weeks after LF or AMLN diet feeding; (C) Plasma ALT levels; (D) Liver weight/BW ratio, representative ORO (top panel) and H&E (bottom panel) staining of liver sections from each group (Scale bar = 100 μm), and hepatic TG and TC levels; (E) Glucose tolerance test and AOC were analyzed. Data are represented as mean ± SE (n=6-10 mice/group); one-way ANOVA with Tukey’s *post hoc* test. ∗∗*p* <0.01 and ∗∗∗ *p* <0.001. ALT, alanine aminotransferase; AOC, area of the curve; BW, body weight; HOMA-IR, homeostatic model assessment of insulin resistance; LF, low fat; ORO, Oil red O; TC, total cholesterol; TG, triglycerides.

### Platelet-specific TSP1 deficiency protected mice against diet-induced steatohepatitis

To determine whether platelet TSP1 deficiency affects the progression of simple steatosis to NASH, we conducted additional experiments over 32 weeks. We observed that AMLN-fed *TSP1*^*ΔPf4*^ mice exhibited reduced body weight and fat mass compared to control *TSP1*^*F/F*^ mice (Fig. 2A,B). However, food intake and energy expenditure were similar between the two genotypes (data not shown). Interestingly, white fat tissue mass, including epididymal fat tissue (eWAT) and subcutaneous fat tissue (sWAT), was reduced in the AMLN-fed *TSP1*^*ΔPf4*^ mice (Figs S2A and S3A). Adipocyte size and distribution analysis showed that adipocytes from eWAT and sWAT of AMLN-fed *TSP1*^*ΔPf4*^ mice tended to be smaller than those of control *TSP1*^*F/F*^ mice (Figs S2B and S3B). In addition, eWAT and sWAT from AMLN-fed *TSP1*^*ΔPf4*^ mice exhibited increased expression of lipolysis-related genes (*e.g.* ATGL, LPL, and HSL) (Figs S2C and S3C). Platelet infiltration into eWAT and sWAT was comparable between control *TSP1*^*F/F*^ and *TSP1*^*ΔPf4*^ mice, as shown by immunofluorescence staining (Figs S2D and S3D). Moreover, an *in vitro* study involving the co-culturing of white preadipocytes (3T3-L1) with platelets isolated from WT or *Tsp1* KO mice demonstrated that platelet-derived TSP1 did not significantly affect white pre-adipocyte proliferation (Fig. S4A). Interestingly, the co-culturing of *Tsp1* KO platelets with 3T3-L1 cells seemed to stimulate their differentiation into adipocytes, as demonstrated by increased Oil Red O-positive staining and elevated expression of marker genes for differentiation, such as PPAR-r, AP2, *etc.* (Fig. S4B,C). These two findings, increased adipogenesis and an upregulated lipolysis pathway, appear paradoxical in the regulation of fat mass. However, the observed reduction in white fat mass in KO mice (*TSP1*^*ΔPf4*^*)* may depend on the relative rates of these opposing forces. In addition, the reduced expansion (hypertrophy) of adipocytes in KO mice may also contribute to the observed decrease in fat mass. This warrants further investigation in the future.

**Fig. 2:**
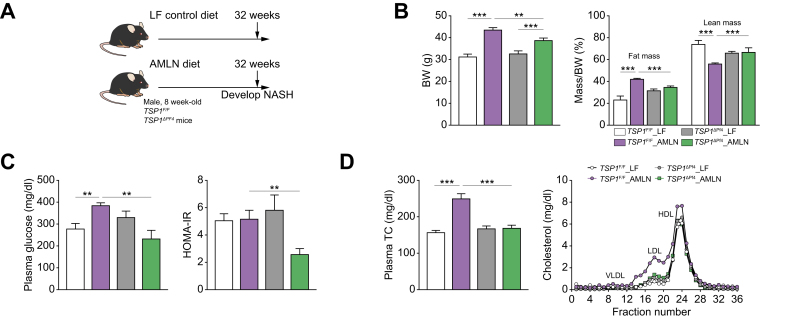
Deletion of TSP1 in platelets attenuated diet-induced hyperlipidemia, and improved glucose homeostasis in mice after 32-week AMLN diet feeding. (A) Schematic diagram of experimental setting for 32 weeks LF or AMLN diet feeding; (B) Body weight and body composition were measured at 32 weeks after LF or AMLN diet feeding; (C) Plasma glucose and HOMA-IR in postprandial condition; (D) Total plasma cholesterol levels and the plasma lipoprotein contribution by fast-performance liquid chromatography. Data are represented as mean ± SE (n = 4-7 mice/group); one-way ANOVA with Tukey’s *post hoc* test. ∗*p* <0.05, ∗∗*p* <0.01 and ∗∗∗*p* <0.001. BW, body weight; HOMA-IR, homeostatic model assessment of insulin resistance; LF, low fat; NASH, non-alcoholic steatohepatitis; TC, total cholesterol.

We also investigated the alteration of brown fat tissue (BAT) in two genotypes. We found that AMLN-fed *TSP1*^*ΔPf4*^ mice exhibited reduced BAT mass and whitening, as well as smaller size of brown adipocytes (Fig. S5A,B). BAT from AMLN-fed *TSP1*^*ΔPf4*^ mice showed increased expression of UCP1 and Nrg4 (neuregulin 4) (Fig. S5C), accompanied by reduced platelet accumulation in BAT (Fig. S5D). Nrg4 is a secreted protein enriched in BAT and has been shown to be involved in NAFLD/NASH progression.^34^^,^^35^ To further determine the effect of platelet-derived TSP1 on Nrg4 expression in brown adipocytes, a co-culture study was performed using a brown adipocyte cell line (T37i) and platelets. As shown in Fig. S5E, co-culturing of brown adipocytes with *Tsp1* KO platelets resulted in increased Nrg4 expression and secretion compared to WT platelets. There was a trend towards an increase in plasma Nrg4 levels in *TSP1*^*ΔPf4*^ mice compared to control *TSP1*^*F/F*^ mice (Fig. S5F). These data suggest a role of TSP1-deficient platelets in regulating the endocrine function of BAT. Through secreted Nrg4 protein, BAT may communicate with the liver in AMLN-fed *TSP1*^*ΔPf4*^ mice, impacting NAFLD progression. Collectively, these data reveal a previously unrecognized role of platelet TSP1 in regulating white fat lipid metabolism and brown fat endocrine function. Whether these effects have a potential impact on NASH development in the current model remains to be determined.

Additionally, AMLN-fed *TSP1*^*ΔPf4*^ mice showed improved glucose homeostasis and lower plasma total cholesterol and LDL cholesterol (Fig. 2C,D). Furthermore, in analyzing the blood profile, we observed an upregulation of white blood cells, particularly lymphocyte and monocyte populations, in AMLN-fed *TSP1*^*F/F*^ mice, whereas a decrease in these cell counts was observed in AMLN-fed *TSP1*^*ΔPf4*^ mice (Table S3).

Furthermore, we analyzed liver phenotypes. As shown in Fig. 3A, AMLN-fed *TSP1*^*ΔPf4*^ mice exhibited less liver injury, as indicated by the reduced ALT levels. Liver weight/body weight ratio was reduced in AMLN-fed *TSP1*^*ΔPf4*^ mice, while liver triglycerides and total cholesterol were comparable between the two genotypes (Fig. 3B,C). Histological analysis revealed decreased NAFLD scores, particularly inflammation, in AMLN-fed *TSP1*^*ΔPf4*^ mice (Fig. 3D). The reduction in liver fibrosis in AMLN-fed *TSP1*^*ΔPf4*^ mice was confirmed by Masson's trichrome and Sirius Red staining, as well as qPCR (Fig. 3E,F). Reduced hepatic stellate cell activity was revealed by decreased levels of liver α-SMA protein (Fig. 3G). Taken together, these findings demonstrate that while platelet-derived TSP1 does not appear to influence the development of steatosis, it plays a significant role in the progression from steatosis to NASH and liver fibrosis.

**Fig. 3:**
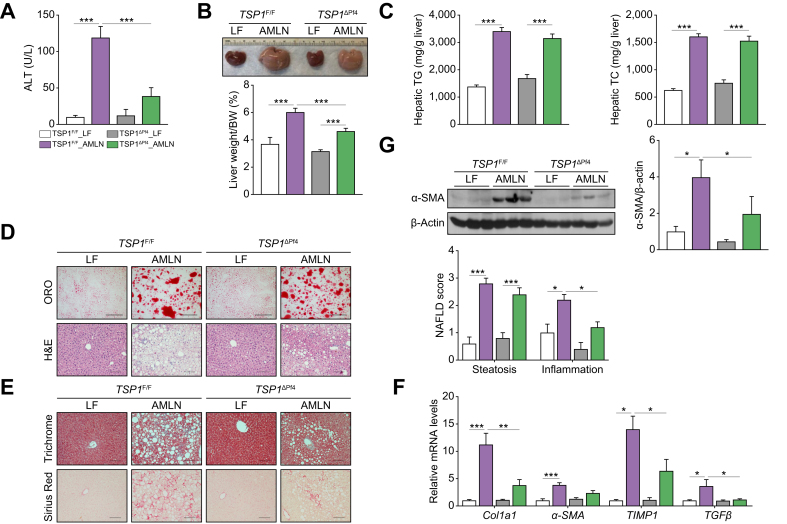
Deletion of TSP1 in platelets attenuated NASH and liver fibrosis induced by 32-week AMLN diet feeding induced. (A) Plasma ALT levels; (B) Representative liver image and weight from four groups of mice; (C) Hepatic TG and TC levels; (D) Representative ORO (top panel) and H&E (bottom panel) staining of liver sections from four groups of mice (Scale bar = 100 μm). The NAFLD scores were determined from H&E staining; (E) Representative image of Trichrome staining (top panel) and Sirius red staining (bottom panel) from four groups of mice (Scale bar = 100 μm). Hepatic fibrosis gene expressions were determined by qPCR (F) and α-SMA protein expression levels were determined by immunoblotting (G). Data are represented as mean ± SE (n = 5 mice/group); one-way ANOVA (for C) and G) and two-way ANOVA (for D and F) with Tukey’s multiple comparisons test. ∗*p* <0.05, ∗∗*p* <0.01, and ∗∗∗ *p* <0.001. ALT, alanine aminotransferase; BW, body weight; LF, low fat; ORO, Oil red O; TC, total cholesterol; TG, triglycerides.

### Intrahepatic platelet accumulation, chemokine production and immune cell infiltration were attenuated in AMLN-fed *TSP1*^*ΔPf4*^ mice

The potential mechanisms underlying the protective effect of platelet-specific TSP1 deficiency on diet-induced NASH and liver fibrosis were investigated (Fig. 3). We found that liver *Tsp1* mRNA levels were significantly reduced, and TSP1 protein levels trended towards a reduction in AMLN-fed *TSP1*^*ΔPf4*^ mice (Fig. 4). Furthermore, we conducted whole-liver transcriptome analysis. 

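Thrombospondin 1 is encoded by Thbs1 (ENSMUSG00000040152), written as Tsp1 by the paper, which lies on chromosome 2 of mm10 from 118111876 to 118127133 on the forward strand. Both genotypes carry a floxed Thbs1, and in TSP1ΔPf4 mice the Pf4-Cre transgene deletes it in platelets and their precursors. In the livers of the 4 LF-fed TSP1F/F mice, Thbs1 had 0.313, 1.82, 0.717 and 0.375 CPM (counts scaled to the library total), and in the 4 AMLN-fed TSP1F/F mice it had 1.94, 3.23, 13.3 and 10.1. The means were 0.807 ± 0.700 (SD, n = 4 mice) and 7.15 ± 5.45 (SD, n = 4), a log2 fold change of 3.15 (standard error 0.78) with an adjusted p = 0.140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every AMLN-fed mouse was above every LF-fed mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The Thbs1 counts of the TSP1ΔPf4 livers are not analysed here, so this gene does not check the genotype labels.
RNA was sequenced from the livers of 16 mice, 4 in each of 4 groups, that were fed the LF or the AMLN diet for 32 weeks. The authors sequenced paired reads of 150 bases, aligned them to mm10 with STAR and compared the diets with DESeq2. They deposited 2 tables, one for the diets in TSP1F/F mice and one for the diets in TSP1ΔPf4 mice. Each gives a gene's counts, its counts divided by a size factor and its FPKM in every mouse, and the authors' fold change and p-values. The largest unadjusted p-value in the authors' deposited tables is 0.0499, so the 2558 genes in the TSP1F/F table and the 3399 genes in the TSP1ΔPf4 table had been selected for a difference between the diets. Other genes are not analysed here.
Each library's total was computed from its counts, gene lengths and FPKM. The median was 18908942 (18135112 to 26649603) in LF-fed and 27661650 (18362810 to 39753019) in AMLN-fed TSP1F/F mice, and 18838184 (17127965 to 20700888) in LF-fed and 27148200 (23221536 to 31363462) in AMLN-fed TSP1ΔPf4 mice. Taken as read pairs these totals average 7.13 G bases per library, where the paper gives 6 G reads per sample, and the values here use the computed totals. Counts were scaled by these totals and tested with edgeR's quasi-likelihood model at the paper's thresholds, an adjusted p-value under 0.05 and an absolute log2 fold change over 0.25. The adjustment was made over as many genes as the authors' own adjustment covered, 16784 for TSP1F/F and 13927 for TSP1ΔPf4. Only the number was matched. Listed genes that the authors had not adjusted could still be called, as Gm10032 was in TSP1ΔPf4. The spread between mice that the model shares across genes was estimated from the selected genes only. The selection used the same mice, so a small p-value for a listed gene is not independent evidence of an effect of diet.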

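In the livers of TSP1F/F mice, 2096 listed genes had enough counts to be tested for a difference between the AMLN and LF diets. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 50 genes were raised and 2 were lowered by the AMLN diet, while 1111 were raised and 569 were lowered at an unadjusted p-value under 0.05. With the Wald test and size factors of DESeq2, 518 genes were raised and 126 were lowered, and these held all 52 genes called with edgeR. Leaving out 1 mouse at a time gave from 2 genes, without LF replicate 4, to 61 genes, without LF replicate 3, and at most 23 genes in the other 7 fits.
Gpnmb (ENSMUSG00000029816; chromosome 6 of mm10, 49036546 to 49070929, forward strand), which encodes a transmembrane glycoprotein, rose from 0.168 ± 0.215 to 38.8 ± 20.2 CPM (SD, n = 4 mice per diet). Its log2 fold change was 7.70 (standard error 0.90, adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 7.32 and 8.98 with each mouse left out in turn. Adam8 had 0 counts in every LF-fed mouse and 3.50 ± 2.03 CPM on the AMLN diet, at least 21.2-fold higher. Slc38a1, Cd8a and Timp1 also had no more than 3 counts in any LF-fed mouse, and were at least 19.3-fold, 9.85-fold and 22.1-fold higher on the AMLN diet. With 1 mouse left out, Gpnmb was called in 8 of 8 fits, Timp1 in 4, Slc38a1 in 2, Adam8 in 1 and Cd8a in 0.
The genes called lower were Slco1a1, an organic anion transporter on chromosome 6 (141907282 to 141946962, reverse strand), and Hsd3b5, a hydroxysteroid dehydrogenase on chromosome 3 (98618634 to 98630252, reverse strand). Slco1a1 fell from 731 ± 519.9 to 47.2 ± 19.6 CPM, a log2 fold change of −3.95 (standard error 0.51, adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest LF value of Slco1a1 was 1509, in replicate 3, and without that mouse the log2 fold change was −3.32. Hsd3b5 fell from 152 ± 155 to 1.40 ± 1.32 CPM, a log2 fold change of −6.75 (standard error 1.07, adjusted p = 0.0311 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its call held in 3 of the 8 fits that left out 1 mouse. Hsd3b5 has close paralogs, between which reads can be split. The 4 values of each diet did not overlap for any gene named here, which chance gives for 2.86% of genes, and this too was favoured by the selection.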

In control *TSP1*^*F/F*^ mice, a comparison of the AMLN and LF diets revealed a significant upregulation of 1,726 genes and a significant downregulation of 832 genes. 

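The AMLN-fed genotypes were compared over the 752 genes listed in both deposited tables, and a count over all genes was not made. It is unknown whether the authors scaled the 2 tables together. After scaling by library totals, the median log2 fold change of these genes in AMLN-fed TSP1ΔPf4 against AMLN-fed TSP1F/F livers was −0.38, compared with −0.10 after TMM normalization and −0.04 with DESeq2's size factors. TMM and DESeq2's size factors were estimated from these same selected genes, which centres them near 0. They therefore cannot tell a difference in scaling from a true difference in most of these genes. With library totals the median between the LF-fed genotypes was 0.03. For genes listed as raised in both tables it was −0.51 between the AMLN-fed and 0.24 between the LF-fed genotypes. A fold change between the genotypes is to be read against this shift, whose cause stays open. Of 733 genes with enough counts, 62 were lower and 4 were higher in AMLN-fed TSP1ΔPf4 livers by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 166 were lower and 19 higher at an unadjusted p-value under 0.05. In 56 of the 66 genes the 4 mice of one genotype did not overlap the 4 of the other. The Wald test and size factors of DESeq2, which nearly remove the shift, gave 56 lower and 17 higher genes. TMM within edgeR, which changes the scaling only, gave 37 lower and 11 higher genes. With 1 mouse left out at a time the number of genes ranged from 22, without TSP1ΔPf4 AMLN replicate 2, to 84, without TSP1F/F AMLN replicate 2, and it was 36 without TSP1F/F AMLN replicate 3, 33 without TSP1ΔPf4 AMLN replicate 1 and 30 without TSP1ΔPf4 AMLN replicate 3. In LF-fed mice, 0 of 640 genes differed between the genotypes by the same test, with 44 at an unadjusted p-value under 0.05. The response to the diet differed between the genotypes in 3 of 734 genes by the interaction test, with 110 at an unadjusted p-value under 0.05.
Fbxo31, a subunit of a ubiquitin ligase, had 33.7 ± 8.10 CPM in AMLN-fed TSP1F/F and 97.6 ± 8.01 in AMLN-fed TSP1ΔPf4 livers (SD, n = 4 mice each), a log2 fold change of 1.54 (standard error 0.27, adjusted p = 0.00533 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other genes called higher were Acot3, Cyp4a14 and Glyctk, with log2 fold changes of 1.68, 1.47 and 1.07, of which Acot3 and Cyp4a14 have close paralogs. Between the LF-fed genotypes, where no gene was called, Fbxo31, Acot3, Cyp4a14 and Glyctk had log2 fold changes of 0.58, 1.36, 0.44 and −0.08. For Acot3 most of the difference was thus seen on the LF diet too, and its interaction was 0.32. With 1 mouse left out, Fbxo31 was called in 8 of 8 fits, Glyctk in 5, Acot3 in 4 and Cyp4a14 in 1. Among the genes called lower, Cib3 had 11.9 ± 12.3 and 0.618 ± 0.411 CPM, a log2 fold change of −4.23 (standard error 0.77, adjusted p = 0.00645 from the same edgeR test with Benjamini-Hochberg adjustment). Upk1b and Myl7 had log2 fold changes of −4.40 and −3.99. Cib3 and Upk1b were called in 8 of 8 such fits and Myl7 in 5. Fosb had −4.80 with all mice and −3.03 without TSP1F/F AMLN replicate 3, where it was no longer called. All 62 genes called lower are listed as raised by the AMLN diet in TSP1F/F mice. In the TSP1ΔPf4 table, 35 of them are listed as raised and 27 as lowered by the diet.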

When comparing AMLN-fed *TSP1*^*F/F*^ to the AMLN-fed *TSP1*^*ΔPf4*^ mice, there were 1,293 upregulated genes and 2,226 downregulated genes. We performed an enriched pathway analysis. As shown in Fig. 5, KEGG-enriched pathway analysis revealed several specific downregulated pathways in *TSP1*^*ΔPf4*^ mice, including cytokine-cytokine receptor interaction and chemokine signaling pathways, among others. 

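KEGG memberships were not used here, and chemokines were taken as 2 gene families, 36 ligands and 19 receptors. In TSP1F/F livers 14 ligands are listed as raised by the AMLN diet, where 3.70 would be expected if the listed genes were drawn at random from all genes the authors adjusted over (one-sided Fisher's exact test, p = 5.98e-06, adjusted p = 9.23e-05 over 108 such tests). In TSP1ΔPf4 livers, of the ligands with an adjusted p-value from the authors, 5 are listed as raised and 2 as lowered (p = 0.273 and 0.957, adjusted p = 0.698 and 1, Fisher's exact test). Of the receptors, 5 are listed as raised in TSP1F/F (p = 0.0390, adjusted p = 0.150, Fisher's exact test) and 4 in TSP1ΔPf4 (p = 0.108, adjusted p = 0.323, Fisher's exact test). Ccl7 and Cxcl2, listed as raised in TSP1ΔPf4, and Cxcl5, listed as lowered there, were not adjusted by the authors and are left out of this test. The test treats genes as independent, which co-regulated genes are not.
By edgeR's quasi-likelihood test no ligand or receptor was called for the diet in either genotype after adjustment over all genes. Adjusted over the list alone, 5 ligands and 3 receptors were raised in TSP1F/F, and 2 ligands and 2 receptors were raised and 2 ligands lowered in TSP1ΔPf4. Between the AMLN-fed genotypes, 4 of 6 ligands and all 3 receptors that could be tested were lower in TSP1ΔPf4 by more than the shift of all genes. The count was the same with each of the 3 scalings. That decides nothing, because a scaling moves these genes and the shift nearly alike. The other 2 ligands were above the shift with each scaling, and their direction changed as the shift shrank. The log2 fold change of Cxcl9 was −0.16 with library totals, 0.12 with TMM and 0.22 with DESeq2's size factors, and that of Cxcl10 was −0.32, −0.03 and 0.04. The ligands Ccl2, Ccl6 and Cxcl5 were called over all genes tested and 4 ligands adjusted over the list alone, and the receptors gave 0 and 2.
Ccl2 (ENSMUSG00000035385; chromosome 11 of mm10, 82035571 to 82037453, forward strand) encodes a ligand that attracts monocytes. It had 1.13 ± 0.842 CPM in LF-fed and 8.35 ± 5.83 in AMLN-fed TSP1F/F livers, and 0.312 ± 0.481 in LF-fed and 1.56 ± 0.634 in AMLN-fed TSP1ΔPf4 livers (SD, n = 4 mice each). Every AMLN-fed TSP1ΔPf4 mouse was below every AMLN-fed TSP1F/F mouse. The log2 fold change between them was −2.42 (standard error 0.55, adjusted p = 0.0182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between −2.74 and −1.89 with 1 mouse left out, past the threshold in 4 of the 8 fits. The log2 fold change of Ccl2 between AMLN-fed genotypes was −2.36 without TSP1F/F AMLN replicate 3 and −2.30, −2.37 and −2.31 without TSP1ΔPf4 AMLN replicates 1, 2 and 3, and in these fits it was not called. The diet's effect on Ccl2 did not differ detectably between the genotypes (interaction log2 fold change −0.62, adjusted p = 0.928 from the same edgeR test). Ccl6 had a log2 fold change of −1.58 (adjusted p = 0.0272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl5 had 0 counts in every AMLN-fed TSP1ΔPf4 mouse and was at least 7.58-fold lower than in AMLN-fed TSP1F/F mice, where it reached 0.980 ± 0.585 CPM, with at most 44 counts in a library (adjusted p = 0.00997 from the same edgeR test).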

Consistently, gene ontology pathway analysis identified downregulated pathways related to negative regulation of the immune system process, tumor necrosis factor superfamily cytokine production, leukocyte cell-cell adhesion, leukocyte chemotaxis, cytokine or chemokine activity, and more. These findings are in line with the NAFLD score data (Fig. 3D) and confirm the reduced liver inflammation observed in the AMLN-fed *TSP1*^*ΔPf4*^ mice. This further suggests that platelet *Tsp1* deletion suppresses immune cell trafficking in the liver. 

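Gene ontology memberships were not used here, and the tumor necrosis factor superfamily was taken as its own ligands and receptors, not as the genes that control their production. Of 30 tumor necrosis factor superfamily ligands and receptors, 7 are listed as raised by the AMLN diet in TSP1F/F livers (3.09 expected at random, p = 0.0295, adjusted p = 0.127, one-sided Fisher's exact test) and 2 in TSP1ΔPf4 livers (2.93 expected, p = 0.806, adjusted p = 1, Fisher's exact test), leaving out Tnfrsf9, also listed as raised there, which the authors did not adjust. None of them was called for the diet by edgeR's quasi-likelihood test, over all genes or adjusted over the list alone. Only Tnfrsf1a and Tnfrsf21 could be tested between the AMLN-fed genotypes. Their log2 fold changes in TSP1ΔPf4 were 0.29 and 0.42 (adjusted p = 0.540 and 0.449 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnf itself is not analysed here.
Leukocytes were followed by lists of marker genes. Of 12 markers of monocyte-derived macrophages, 10 are listed as raised in TSP1F/F (adjusted p = 2.53e-07, Fisher's exact test) and 9 in TSP1ΔPf4 livers (adjusted p = 3.58e-06, Fisher's exact test). By edgeR's test 3 and 2 of them were called over all genes, and 10 and 9 adjusted over the list alone. The 9 that could be tested between the AMLN-fed genotypes were all lower in TSP1ΔPf4 by more than the shift of all genes. Trem2, Gpnmb, Lyz2, Mmp12 and Clec7a were called over all genes tested and 8 markers adjusted over the list alone, and 0 differed by the interaction test. Of 14 T cell markers, 6 are listed as raised in TSP1F/F (adjusted p = 0.0131, Fisher's exact test) and 2 in TSP1ΔPf4 livers (adjusted p = 0.908, Fisher's exact test), where Zap70 is listed as lowered and Cd5, listed as raised, was not adjusted by the authors. The rise in TSP1F/F depends on the threshold, since only 2 of the markers are raised there at an authors' adjusted p-value under 0.05 (p = 0.0982, adjusted p = 0.366, Fisher's exact test). By edgeR's test Cd8a was called over all genes in TSP1F/F and 0 markers in TSP1ΔPf4, and 1 was raised in each genotype and 1 lowered in TSP1ΔPf4 adjusted over the list alone. The only one tested between the AMLN-fed genotypes, Cd8a, had a log2 fold change of −0.50 (adjusted p = 0.661 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 14 neutrophil markers, 5 are listed as raised in TSP1F/F (adjusted p = 0.0508, Fisher's exact test) and only Lcn2, which hepatocytes can also express, in TSP1ΔPf4 livers (adjusted p = 1, Fisher's exact test). By edgeR's test 0 were called over all genes in TSP1F/F and Lcn2 in TSP1ΔPf4, and 1 in each adjusted over the list alone. Lcn2 was lower in AMLN-fed TSP1ΔPf4 livers, with a log2 fold change of −1.79 (adjusted p = 0.127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).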

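Of 8 inflammation and macrophage genes that the paper also measured by qPCR (Fig. 6A), Ccl2, Ccr2, Cd68 and Adgre1 are listed in both tables and Clec4f in the TSP1F/F table only. The 5 listed as raised in TSP1F/F compare with 0.823 expected at random (p = 4.90e-04, adjusted p = 0.00530, one-sided Fisher's exact test), and the 4 in TSP1ΔPf4 with 0.782 (p = 0.00460, adjusted p = 0.0292, Fisher's exact test). By edgeR's quasi-likelihood test 0 were called for the diet over all genes in either genotype, and 5 in TSP1F/F and 1 in TSP1ΔPf4 adjusted over the list alone. All 4 shared genes were lower in AMLN-fed TSP1ΔPf4 livers by more than the shift of all genes, though the size of the fall in Adgre1 depends on 1 mouse. Of these, Ccl2 was called over all genes tested and 3 genes adjusted over the list alone.
Cd68 (ENSMUSG00000018774; chromosome 11 of mm10, 69664213 to 69666153, reverse strand), a macrophage glycoprotein, had 2.58 ± 1.43 CPM in LF-fed and 15.4 ± 2.86 in AMLN-fed TSP1F/F livers, and 2.38 ± 1.66 in LF-fed and 7.98 ± 1.98 in AMLN-fed TSP1ΔPf4 livers (SD, n = 4 mice each). Its log2 fold changes by diet were 2.58 in TSP1F/F and 1.74 in TSP1ΔPf4 (adjusted p = 0.0529 and 0.0896 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every AMLN-fed TSP1ΔPf4 mouse was below every AMLN-fed TSP1F/F mouse, with a log2 fold change of −0.95 (standard error 0.30, adjusted p = 0.0751 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without TSP1F/F AMLN replicate 2 it was −1.07 and passed the threshold. Adgre1, which encodes F4/80, reached 27.1 ± 17.5 in AMLN-fed TSP1F/F and 14.9 ± 2.05 CPM in AMLN-fed TSP1ΔPf4 livers, a log2 fold change of −0.86 (adjusted p = 0.199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without TSP1F/F AMLN replicate 4 it was −0.36. That value cannot be set against the shift of −0.38, which was taken with all mice. The log2 fold change of Ccr2 was −1.18 (adjusted p = 0.152, same edgeR test). It ranged from −1.47, without TSP1F/F AMLN replicate 2, to −0.66, without TSP1F/F AMLN replicate 4, and passed the threshold in 1 of 8 fits. That of the chemokine Cxcl10 was −0.32 (adjusted p = 0.578, same edgeR test), which turned positive with DESeq2's size factors, where the shift is smaller. The interaction of diet and genotype was not significant for Cd68, Adgre1 or Ccr2 (adjusted p = 0.732, 0.701 and 0.672 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
From the pathways enriched among genes raised by the AMLN diet in TSP1F/F and lower in AMLN-fed TSP1ΔPf4 livers, together with the NAFLD score, the paper concludes that liver inflammation was reduced in AMLN-fed TSP1ΔPf4 mice. It proposes that loss of platelet Tsp1 limits the trafficking of immune cells into the liver.

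**Figure D1:**
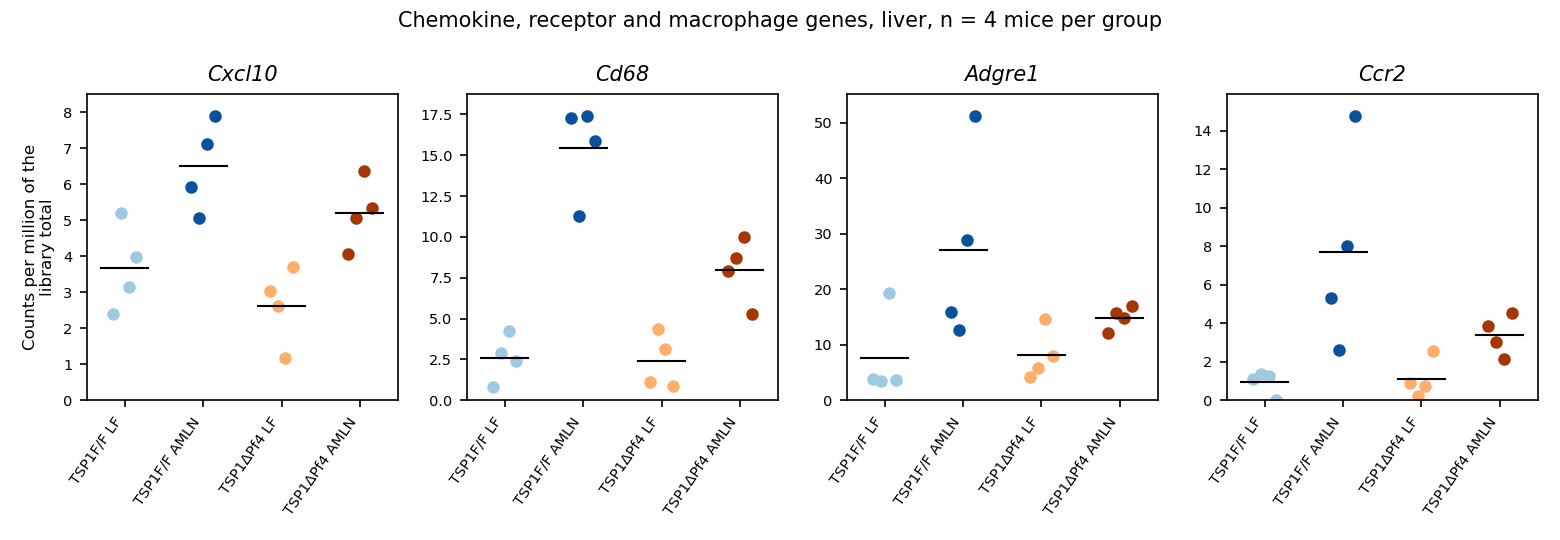
Expression of Cxcl10, Cd68, Adgre1 and Ccr2 in the liver of each mouse, in CPM (counts scaled to the library total) on the vertical axis, by diet and genotype on the horizontal axis. Points are mice (n = 4 per group) and lines are group means, and for Cd68 the AMLN-fed TSP1F/F mice sit between 11.3 and 17.4 and the AMLN-fed TSP1ΔPf4 mice between 5.30 and 9.98.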

As expected, the expression of chemokines such as CCL2, CXCL1, CXCL2, CXCL4 (PF4), and CXCL5 in the liver was reduced in AMLN-fed *TSP1*^*ΔPf4*^ mice compared to that in AMLN-fed *TSP1*^*F/F*^ mice (Fig. 6A,B). This reduction was accompanied by decreased liver accumulation of immune cells such as neutrophils, CD4, and CD8 T cells in AMLN-fed *TSP1*^ΔPf4^ mice (Fig. 6C,D).

**Fig. 4:**
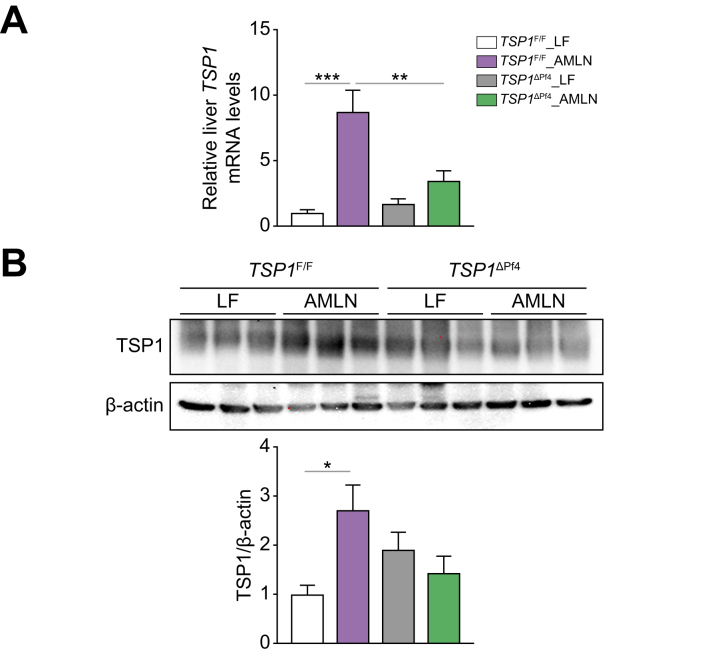
Deletion of TSP1 in platelets attenuated liver TSP1 levels in 32-week AMLN diet-fed mice. (A) Expression of TSP1 in livers from four groups of mice by qPCR and (B) liver TSP1 protein levels by immunoblotting. Data are represented as mean ± SE (n = 5-6 mice/group); one-way ANOVA with Tukey’s *post hoc* test. ∗*p* <0.05, ∗∗*p* <0.01, and ∗∗∗ *p* <0.001. LF, low fat.

**Fig. 5:**
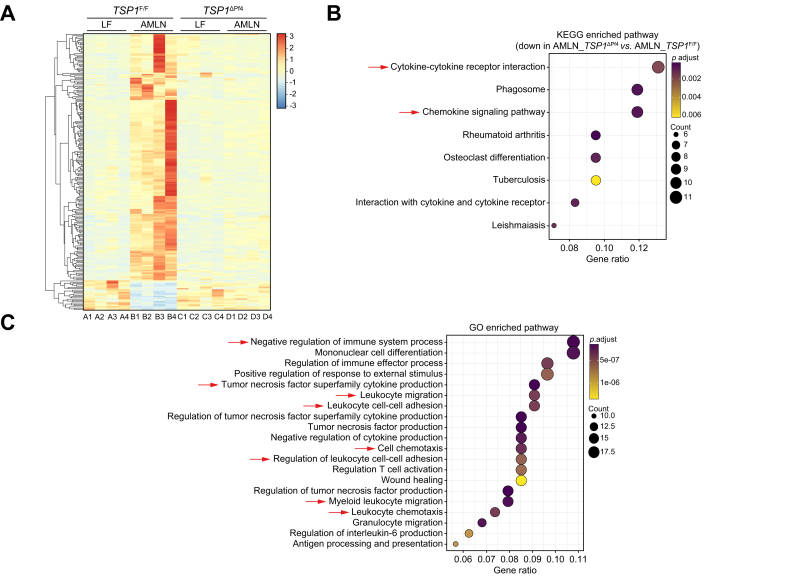
Liver RNA-seq analysis from 32-week AMLN diet-fed mice. (A) Heatmap of liver transcriptome analysis from four groups of mice (n = 4 mice/group). The color spectrum from blue to red represents the gene expression intensity from low to high, respectively. Based on hierarchical clustering of genes that were significantly upregulated in AMLN_*TSP1*^*F/F*^ compared to LF_*TSP1*^*F/F*^ and downregulated in AMLN_*TSP1*^*ΔPf4*^ compared to AMLN_*TSP1*^*F/F*^, KEGG pathway (B) and GO pathway (C) were analyzed. GO, gene ontology; LF, low fat.

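The set of genes raised by the AMLN diet in TSP1F/F livers and lower in AMLN-fed TSP1ΔPf4 livers could be formed only within the genes listed in both deposited tables. By edgeR's quasi-likelihood test 13 genes were called in both comparisons, Ly6d, Lpl, Trem2, Lgals3, Ear2, Orm3, Col3a1, Gpnmb, Ubd, Slc15a3, Plek, Fcgr1 and Sirpa. The number was 31 with DESeq2, of which 11 were among the 13. It ranged from 2, without TSP1F/F LF replicate 4 or without TSP1ΔPf4 AMLN replicate 2, to 18, without TSP1F/F LF replicate 3. Ly6d, which encodes a lymphocyte surface antigen, rose from 11.1 ± 1.46 to 124 ± 27.6 CPM with the AMLN diet in TSP1F/F livers (SD, n = 4 mice each). Its log2 fold change was 3.48 by diet (standard error 0.27, adjusted p = 7.13e-04) and −2.10 between the AMLN-fed genotypes (adjusted p = 0.0182, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ly6d was singled out after its values were seen, as the gene with the smallest p-value in the TSP1F/F comparison. None of the 13 genes differed in its response to the diet by the interaction test, in which 94 of 734 genes had a negative and 16 a positive interaction at an unadjusted p-value under 0.05. The median interaction of all genes was −0.34 with this scaling, so these directions are to be read against that shift.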

**Fig. 6:**
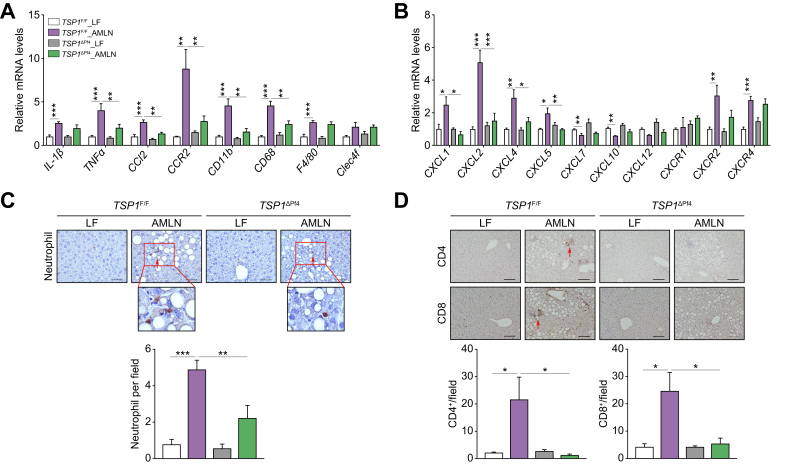
Deletion of TSP1 in platelets attenuated liver immune cell infiltration and proinflammatory cytokine production in 32-week AMLN diet-fed mice. (A) Expression of genes related to inflammation and macrophages markers in livers from four groups of mice by qPCR; (B) Expression of genes related to chemokines and receptors in livers by qPCR; (C) Representative images of neutrophil immunohistochemistry staining in liver sections and semi-quantification data; (D) Representative image of CD4 (top panel) and CD8 (bottom panel) immunohistochemistry staining in liver sections and semi-quantification data; scale bar = 100 μm. Data are represented as mean ± SE (n = 5-6 mice/group); one-way ANOVA (for C and D) and two-way ANOVA (for A and B) with Tukey’s multiple comparisons test. ∗*p* <0.05, ∗∗*p* <0.01, ∗∗∗*p* <0.001. LF, low fat.

We also conducted Reactome analysis of the liver RNA-seq data and identified that genes associated with platelet activation, signaling, or aggregation (*e.g*., orm2, CD63, PF-4, plek, pik3r5) were upregulated in AMLN-fed *TSP1*^*F/F*^ livers but downregulated in AMLN-fed *TSP1*^*ΔPf4*^ livers (Fig. 7A,B). Additionally, we confirmed that platelet-rich or platelet-poor plasma isolated from AMLN-fed *TSP1*^*ΔPf4*^ mice exhibited reduced production of PF-4 (a chemotactic factor for neutrophils and monocytes^36^) compared to AMLN-fed *TSP1*^*F/F*^ mice (Fig. 7C). Moreover, the results of liver immunohistochemical staining demonstrated a reduction in intrahepatic platelet accumulation and activation, as evidenced by decreased co-staining of CD41 and p-selectin (a marker for activated platelets) in AMLN-fed *TSP1*^*ΔPf4*^ mice (Fig. 7D,F). 

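The heatmap of platelet genes (Fig. 7B) names 11 genes. All 11 are listed as raised by the AMLN diet in TSP1F/F livers (1.13 expected at random, p = 1.32e-11, adjusted p = 1.43e-09, one-sided Fisher's exact test). The paper chose these genes on the same mice, so neither this test nor a count adjusted over the list alone is independent evidence. By edgeR's quasi-likelihood test Timp1, Cd63 and Plek were called over all genes and all 11 adjusted over the list alone. In TSP1ΔPf4 livers Orm2, Plek, Fcer1g and Sparc are listed, all as raised by the diet (1.07 expected, p = 0.0171, adjusted p = 0.0802, Fisher's exact test), and 0 were called over all genes and 1 adjusted over the list alone. These 4 genes were lower in AMLN-fed TSP1ΔPf4 than in AMLN-fed TSP1F/F livers by more than the shift of all genes, Orm2 and Plek being called over all genes tested and all 4 adjusted over the list alone. None of them was called by the interaction test. In the lists used here Orm2 is also an acute phase gene and Sparc a stellate cell marker. A fall in these genes in whole liver therefore need not come from platelets. Of 15 markers of platelets and megakaryocytes, 2 are listed as raised in TSP1F/F, Pf4 and Clec1b, and 0 in TSP1ΔPf4. No such marker could be tested between the AMLN-fed genotypes.
Plek (ENSMUSG00000020120; chromosome 11 of mm10, 16971206 to 17052381, reverse strand), which encodes pleckstrin, rose with the diet from 1.41 ± 0.400 to 11.3 ± 5.04 CPM in TSP1F/F and from 1.60 ± 0.832 to 3.83 ± 0.716 in TSP1ΔPf4 livers (SD, n = 4 mice each). The log2 fold changes were 2.99 and 1.27 (adjusted p = 0.0214 and 0.138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the interaction of −1.73 had an adjusted p = 0.158. Between the AMLN-fed genotypes it was −1.56 (standard error 0.38, adjusted p = 0.0231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold in 3 of the 8 fits that left out 1 mouse. Orm2 (ENSMUSG00000061540; chromosome 4, 63362449 to 63365878, forward strand), an acute phase protein with close paralogs that can share its reads, rose from 11.2 ± 9.71 to 74.5 ± 42.0 in TSP1F/F and from 7.03 ± 2.28 to 24.8 ± 13.9 CPM in TSP1ΔPf4 livers. The log2 fold changes were 2.74 and 1.82 (adjusted p = 0.0829 and 0.0600 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with an interaction of −0.92 (adjusted p = 0.693). Its fall between the AMLN-fed genotypes was −1.58 (standard error 0.44, adjusted p = 0.0420 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ranged from −2.04 to −1.14 with 1 mouse left out, past the threshold in 3 of 8 fits.
Cd63 (chromosome 10, 128900989 to 128912822), Pf4 (chromosome 5, 90772435 to 90773383) and Pik3r5 (chromosome 11, 68432121 to 68497849), all on the forward strand, were analysed in TSP1F/F livers only. Cd63 rose from 7.15 ± 4.59 to 58.3 ± 31.7 CPM, Pf4 from 0.380 ± 0.397 to 3.34 ± 1.24 and Pik3r5 from 0.318 ± 0.210 to 2.97 ± 0.485. Their log2 fold changes were 3.03, 3.14 and 3.21 (adjusted p = 0.0435, 0.232 and 0.0684 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cd63 stayed past the threshold in 1 of the 8 fits that left out 1 mouse.

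**Figure D2:**
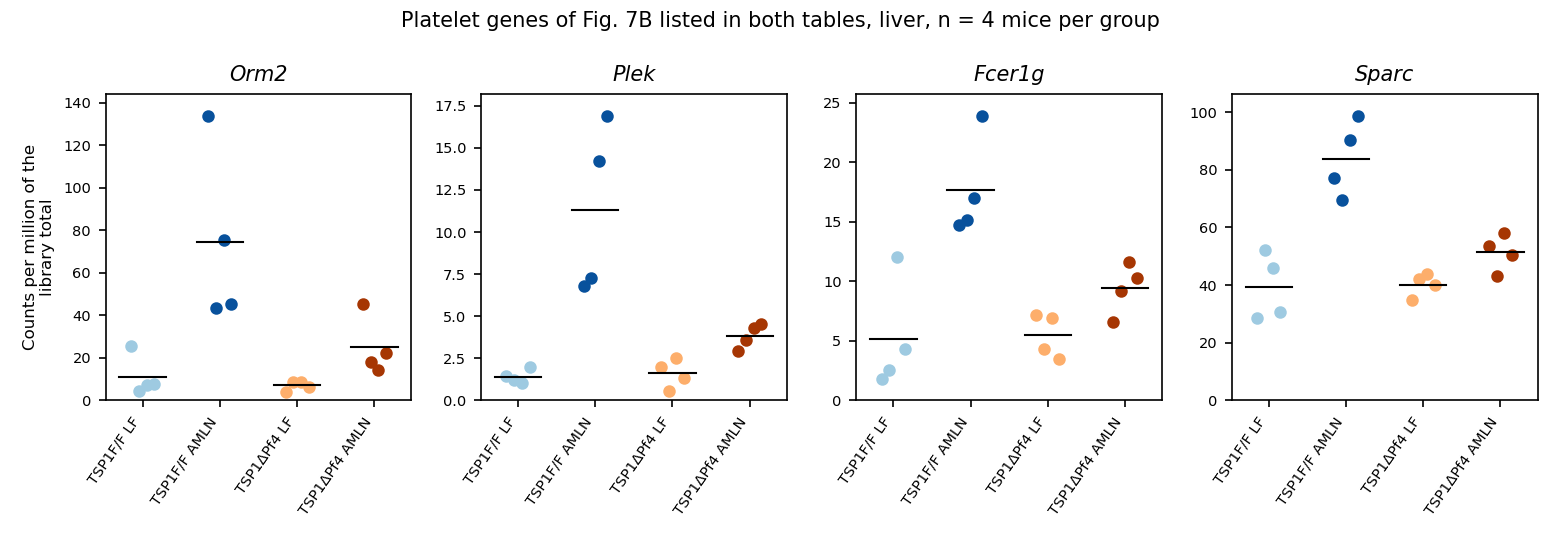
Expression of Orm2, Plek, Fcer1g and Sparc in the liver of each mouse, by diet and genotype on the horizontal axis. These are the genes of the platelet heatmap (Fig. 7B) that are listed in both tables. Values are in CPM (counts scaled to the library total) on the vertical axis. Points are mice (n = 4 per group) and lines are group means, and for Plek the AMLN-fed TSP1F/F mice sit between 6.78 and 16.9 and the AMLN-fed TSP1ΔPf4 mice between 2.94 and 4.52.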

Reduced interaction between intrahepatic platelets and macrophages was also observed in AMLN-fed *TSP1*^*ΔPf4*^ mice (Fig. 7E). Collectively, these findings suggest that TSP1-depleted platelets are less active and secrete fewer chemokines, which may contribute to reduced infiltration of immune cells in the liver.

**Fig. 7:**
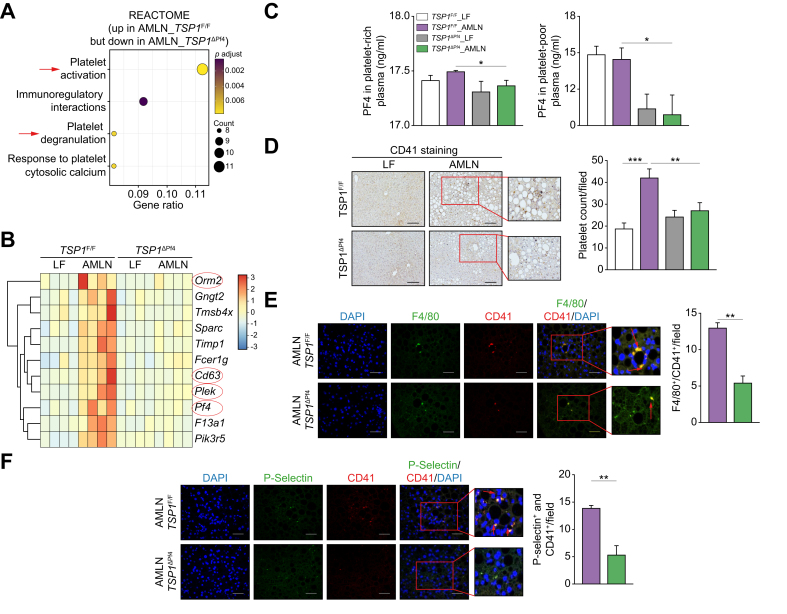
Deletion of TSP1 in platelets reduced intrahepatic platelet accumulation and activation in 32-week AMLN diet-fed mice. (A) Reactome pathway analysis of liver transcriptome data from Fig. 5A; (B) Hierarchical clustering analysis of genes in platelet activation, signaling and aggregation category from Reactome pathway. The color spectrum from blue to red represents the gene expression intensity from low to high, respectively; (C) CXCL4/PF4 levels from both platelet-rich plasma and platelet-poor plasma was measured; (D) Representative image of CD41 immunohistochemistry staining in liver sections (scale bar = 100 μm) and semi-quantification data; (E) Representative immunofluorescence image of F4/80 and CD41 co-staining in liver sections (scale bar = 100 μm). Nuclei were stained with DAPI; (F) Representative immunofluorescence image of P-Selectin and CD41 co-staining in liver sections and semi-quantification data, Scale bar = 100 μm. Nuclei were stained with DAPI. Data are represented as mean ± SE (n = 5 mice/group); one-way ANOVA with Tukey’s *post hoc* test. ∗*p* <0.05, ∗∗*p* <0.01, ∗∗∗*p* <0.0001. LF, low fat.

### TSP1-deficient platelets inhibited the development of inflammation and fibrosis in 3D human NASH organoids

To further validate the inhibitory effect of TSP1-deficient platelets on the development of NASH and demonstrate its relevance in a human context, we utilized a 3D human NASH *in vitro* model that was previously established in our studies.^29^ In this model, human hepatocytes, macrophages, and stellate cells are co-cultured to form scaffold-free 3D spheroids. WT or TSP1-deficient platelets were added to 3D spheroids, which were then treated with NASH-inducing media for 3-5 days. After the treatment, cells were harvested for qPCR analysis. As shown in Fig. 8A, the NASH media stimulated the expression of proinflammatory and profibrotic genes, such as IL-1β, α-SMA, and TIMP1. However, the addition of TSP1-deficent platelets attenuated the upregulation of these genes, indicating a suppression of inflammation and fibrosis. Moreover, confocal fluorescence images demonstrated a reduction in α-SMA-positive staining in the 3D spheroids with TSP1-deficient platelets (Fig. 8B). These results suggest that TSP1-deficient platelets have the potential to attenuate inflammation and fibrosis in NASH.

**Fig. 8:**
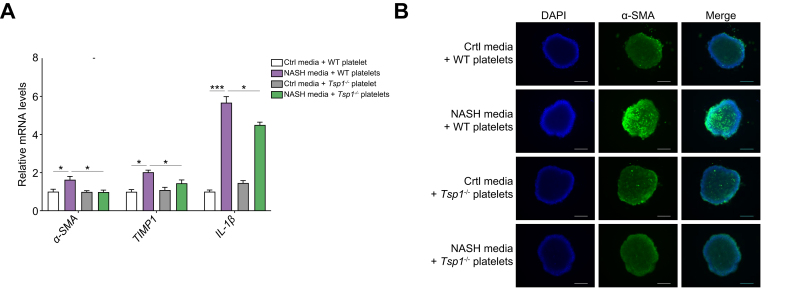
Deletion of TSP1 in platelets attenuated inflammation and stellate cell activation in a human NASH organoid model. *In vitro* 3D human NASH model was established by co-culturing human hepatocyte/THP-1-derived macrophages/human stellate cells to form spheroids. Spheroids were treated with control media or NASH-inducing media for 5 days and then platelets were added from WT or *Tsp1*^*-/-*^ mice for an additional 5 days. (A) Gene expression was determined by qPCR; B) Representative immunofluorescent images from a spheroid (blue = DAPI; green = αSMA). Scale bar = 200 μm; Data are represented as mean ± SE (n = 3 separate experiments); two-way ANOVA with Tukey’s multiple comparisons test. ∗*p* <0.05; ∗∗∗*p* <0.001. NASH, non-alcoholic steatohepatitis; WT, wild-type.

## Discussion

In this study, we investigated the role of platelet-α granule-derived TSP1 in the development and progression of NAFLD. To achieve this, we used both an AMLN diet-induced NASH mouse model and a 3D human NASH organoid model. Our findings demonstrate that deletion of TSP1 in platelets does not provide protection against obesity-associated steatosis in mice. However, it confers protection against obesity-associated NASH and liver fibrosis. Mechanistically, platelets lacking TSP1 exhibited reduced intrahepatic accumulation, activation, and chemokine secretion, resulting in decreased infiltration of immune cells into the liver and subsequently reduced stellate cell activation. Collectively, these findings indicate that platelet-derived TSP1 plays a crucial role in the NAFLD progression and may serve as a potential therapeutic target for this disease.

TSP1 represents approximately 20% of the total protein in platelet α-granules, from where it is released upon platelet activation. As one of the most abundant α-granule proteins, platelet TSP1 has been shown to play a role in the regulation of thrombosis and hemostasis. Previous research has demonstrated that platelet-released TSP1 regulates platelet adhesion and collagen-dependent thrombosis stabilization through its interaction with its receptor, CD36, *in vitro*.^37^ TSP1 has also been shown to stimulate platelet aggregation by inhibiting the anti-thrombotic activity of nitric oxide/cGMP signaling^38^ or contribute to von Willebrand factor-dependent thrombus formation.^39^ Additionally, recent research suggests that platelet-derived TSP1 plays a role in promoting hemostasis and regulating thrombosis *in vivo* by modulating platelet cAMP signaling at sites of vascular injury.^40^ However, it is important to note that these studies utilized global TSP1-deficient mice, which limits their ability to definitively determine the specific role of platelet-derived TSP1 in hemostasis. In this study, we have generated platelet-specific *Tsp1* KO mice by crossbreeding TSP1-floxed mice with *pf4-cre* mice. The *pf4-cre* mouse model is a commonly used Cre driver for generating megakaryocyte/platelet-specific KO mice, although a more stringent megakaryocyte lineage-specific expression model, Gp1ba-Cre mice, has recently been developed by Nagy *et al.*^41^ In our characterization of *TSP1*^*Δpf4*^ (8-week-old male mice), we did not observe any obvious abnormalities. Interestingly, *TSP1*^*Δpf4*^ mice exhibited normal blood platelet counts, platelet aggregation, and tail bleeding times compared to WT control mice. These findings suggest that platelet-derived TSP1 is not a significant contributor to hemostasis under physiological conditions, but further investigation is warranted to fully elucidate its role in hemostasis and thrombosis.

Our current study provides compelling evidence supporting the involvement of platelet-derived TSP1 in the regulation of diet-induced NASH development and progression. Previous studies from our lab and others have established the role of TSP1 in NAFLD/NASH.^19^^,^^20^^,^^23^^,^^42^^,^^43^ This study takes a step further by advancing our understanding of the specific contribution of TSP1 derived from platelets to NAFLD progression. We found that platelet-derived TSP1 does not influence the development of diet-induced steatosis. In contrast, our findings suggest that in the late stages of NAFLD, activated platelets within the steatotic liver release TSP1 and other chemokines (*e.g.* CXCL1, CXCL2, and CXCL4) to attract immune cells (*e.g*. monocytes, neutrophils, and T cells) to infiltrate into the liver.^18^^,^^36^^,^^44^ Recruitment of immune cells further amplifies proinflammatory signaling within the liver, leading to stellate cell activation and the subsequent development of liver fibrosis. Consistent with the *in vivo* study, a 3D human NASH *in vitro* model further demonstrated that TSP1-deficient platelets have the potential to attenuate inflammation and fibrosis directly or indirectly through secreted factors to affect liver cell functions. These findings open new avenues for potential platelet-based therapy in NASH, particularly considering the minimal impact of TSP1-deficient platelets on hemostasis.

It is known that anucleate platelets cannot be directly modified using traditional genetic approaches. Instead, hematopoietic stem cell-derived megakaryocytes, the nucleated precursor to platelets, can be genetically manipulated.^45^ Hematopoietic stem cells can be isolated from bone marrow, peripheral blood, and cord blood after birth. Furthermore, recent studies have demonstrated the efficient differentiation of blood CD34+ hematopoietic progenitors into megakaryocytes.^46^ Additionally, CRISPR/Cas9 transfection can perform efficient gene editing in CD34+ cells.^47^ These exciting recent advances in human platelet functional studies are truly promising, making it possible for us to target TSP1 in platelets for therapeutic purposes. This could be achieved by isolating CD34+ hematopoietic stem cells from patient blood, performing *in vitro* CRISPR-mediated *TSP1* deletion, differentiating these cells into mature megakaryocytes, and producing TSP1-depleted platelets. Subsequently, these gene-modified platelets could be transfused back into the same patient for therapeutic purposes.

Additionally, our current study has unveiled a previously unknown role of platelet-derived TSP1 in regulating brown fat endocrine/paracrine function. Brown fat has been recognized as a source of various molecules known as batokines, including IL-6, FGF21, and Nrg4, which possess the ability to communicate with other organs, influencing systemic metabolism.^48^ Among the batokines analyzed in our study, we found that Nrg4 expression was notably upregulated in brown fat from *TSP1*^*Δpf4*^ mice. *In vitro* studies further demonstrated a negative regulatory effect of platelet-derived TSP1 on Nrg4 production in brown adipocytes. Nrg4 is known to establish a link between brown fat and the liver. Interestingly, previous research has demonstrated the crucial role of hepatic Nrg4 signaling in the progression from steatosis to NASH.^34^ This finding raises the intriguing possibility that the protective effect of TSP1-deficient platelets on NASH progression could also be partially mediated by the crosstalk between brown fat and the liver. However, this relationship warrants further investigation in future studies. Our discovery of this potential novel interaction between platelet-derived TSP1, Nrg4, brown fat, and the liver may add a new layer of complexity to our understanding of NASH progression. Unraveling the interplay between these factors may lead to new therapeutic approaches for NASH and related metabolic disorders.

In summary, our study utilizing tissue-specific *Tsp1* KO mice offers compelling evidence linking platelet-derived TSP1 to the pathogenesis of NAFLD/NASH progression. This novel finding sheds light on the intricate interplay between platelet function, obesity, and liver disease. Importantly, our findings suggest that platelet-derived TSP1 holds promise as a potential therapeutic target for managing NAFLD/NASH.

## Financial support

This work was supported by the Department of Veterans Affairs Merit Review Award (BX004252 to SW), the National Institutes of Health (NIH) Grant (DK131786, to SW), and an Institutional Development Award (IDeA) from the National Institute of General Medical Sciences under grant number P30 GM127211.

## Authors’ contributions

S.W. designed and supervised the project; T.G., A.N., J.O. performed the experiments and analyzed the data with the help from S.L., Z.L, S-A-W., Y.L., C.Z., and S.W; S.W. and T.G. wrote the manuscript.

## Data availability statement

RNA-seq dataset has been deposited to GEO (Gene Expression Omnibus). It will be publicly available once this manuscript is published.

## Conflict of interest

The authors of this study declare that they do not have any conflict of interest.

Please refer to the accompanying ICMJE disclosure forms for further details.

# Supplementary material for: Platelet-derived thrombospondin 1 promotes immune cell liver infiltration and exacerbates diet-induced steatohepatitis
**Source:** JHEP Rep. 2024 Jan 26;6(4):101019. doi: 10.1016/j.jhepr.2024.101019
**Supplement:** Multimedia component 2

**JHEP Reports**

**CTAT methods**

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row

**If the CTAT form is not relevant to your study, please outline the reasons why:**

|  |
| --- |

- 1. **Antibodies**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Clone no.** |
| --- | --- | --- | --- | --- |
| **Anti-CD41** |  | **Thermofisher** | **PA5-22307** |  |
| **Anti-Neutrophil** |  | **Cedarlane** | **CL8993AP** | **7/4** |
| **Anti-CD4** | Muranushi H  et al., Blood Adv 7:106-121 (2023). | **Abcam** | **ab183685** | **SK3** |
| **Anti-CD8** | [Hoover AA, Hufnagel DH, Harris W et al., BMC Cancer 2020-09-27 [PMID: 33028251]](http://www.ncbi.nlm.nih.gov/pubmed/33028251) | **Novus bio.** | **NBP1-49045** | **53-6.7** |
| **Anti-TSP1** | Zhang X, Yang L, Szeto P et al. The Hippo pathway oncoprotein YAP promotes melanoma cell invasion and spontaneous metastasis bioRxiv (WB) | **Novus bio.** | **NB100-2059** | **A6.1** |
| **Anti-α-SMA** |  | **Sigma** | **A5228** | **1A4** |
| **Anti-β-Actin** |  | **Sigma** | **A5441** | **AC-15** |
| **Anti-CD41-PE** | Wong J, et al. 2015. Elife. 3: 07839. [PubMed](http://www.ncbi.nlm.nih.gov/pubmed/26193121) | **Biolegend** | **133905** | **MWReg30** |
| **Anti-p-selectin** | [Bondareva O, RodrIguez-Aguilera JR, Oliveira F et al. Nature metabolism 2022-11-01 [PMID: 36400935]](http://www.ncbi.nlm.nih.gov/pubmed/36400935) | **Novus bio.** | **NB100-65392SS** | **Psel.KO.2.7** |
| **Anti-mouse-Alexa488** |  | **Invitrogen** | **A11001** |  |
|  |  |  |  |  |

- 1. **Cell lines**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Passage no.** | **Authentication test method** |
| --- | --- | --- | --- | --- | --- |
| **HepG2** |  | **ATCC** |  | **P15** |  |
| **THP1** |  | **ATCC** |  | **P10** |  |
| **Human stellate cell** |  | **Zenbio** |  | **P5** |  |
| **T37i** |  | Provided by Dr. Jun Liu from Mayo Clinic |  | **P8** |  |
| **3T3-L1** |  | **ATCC** |  | **P10** |  |

- 1. **Organisms**

| **Name** | **Citation** | **Supplier** | **Strain** | **Sex** | **Age** | **Overall n number** |
| --- | --- | --- | --- | --- | --- | --- |
| **TSP1F/F** | **Memetimin et al PMID: 30351986 ; Taesik et al. PMID: 33294831** | **Generated in the lab** | **C57/B6** | **Male** | **8wks** | **34** |
| **Pf4-Cre/+** |  | **Jackson lab** | **C57/B6** | **Male** | **8wks** | **10** |
| **TSP1ΔPF4** |  | **Generated in the lab** | **C57/B6** | **Male** | **8wks** | **34** |

- 1. **Sequence based reagents**

| **Name** | **Sequence** | **Supplier** |
| --- | --- | --- |
| CPT1α | 5’-CTCTATGTGGTGTCCAAG-3’  5’-CACAGGACACATAGTCAG-3’ | IDT integrated DNA technologies |
| Glut4 | 5’-CATGGCTGTCGCTGGTTTC-3’  5’-AAACCCATGCCGACAATGA-3’ | IDT integrated DNA technologies |
| Nrg4 | 5’-ATGCCAACAGATCACGAGC-3’  5’-TCTTCAGTGTTCTCTGTGGCTG-3’ | IDT integrated DNA technologies |
| F4/80 | 5’-CTTTGGCTATGGGCTTCCAGTC-3’  5’-GCAAGGAGGACAGAGTTTATCGTG-3’ | IDT integrated DNA technologies |
| UCP1 | 5’-ACTGCCACACCTCCAGTCATT-3’  5’-CTTTGCCTCACTCAGGATTGG-3’ | IDT integrated DNA technologies |
| IL-1β | 5’-TGGAGAGTGTGGATCCCAAGCAAT-3’  5’-TGTCCTGACCACTGTTGTTTCCCA-3’ | IDT integrated DNA technologies |
| TGFβ | 5’-ACAATTCCTGGCGTTACC-3’  5’-GGCTGATCCCGTTGATTT-3’ | IDT integrated DNA technologies |
| TIMP1 | 5’-TCTTGGTTCCCTGGCGTACTCT-3’  5’-GTGAGTGTCACTCTCCAGTTTGC-3’ | IDT integrated DNA technologies |
| IL-6 | 5’-TGGCTAAGGACCAAGACCATCCAA-3’  5’-AACGCACTAGGTTTGCCGAGTAGA-3’ | IDT integrated DNA technologies |
| Clec4f | 5’-CTTCGGGGAAGCAACAACTC-3’  5’-CAAGCAACTGCACCAGAGAAC-3’ | IDT integrated DNA technologies |
| CXCL2 | 5’-CTG TCT GAG AGT TCA CTT A-3’  5’-GTA GCT AGT TCC CAA CTC-3’ | IDT integrated DNA technologies |
| CXCL5 | 5’-ACAGTGCCCTACGGTGGAAGT-3’  5’-CGAGTGCATTCCGCTTAGCTT-3’ | IDT integrated DNA technologies |
| CXCL10 | 5’-CCTCATCCTGCTGGGTCTG-3’  5’-CTCAACACGTGGGCAGGA-3’ | IDT integrated DNA technologies |
| CXCR2 | 5’-TCACAAACAGCGTCGTAGA-3’  5’-GACAGCATCTGGCAGAATAG-3’ | IDT integrated DNA technologies |
| IL10 | 5'- GCTCTTACTGACTGGCATGAG- 3'  5'- CGCAGCTCTAGGAGCATGTG -3' | IDT integrated DNA technologies |
| PGC1α | 5’-CTGCATGAGTGTGTGCTGTG-3’  5’-CAAATATGTTCGCAGGCTCA-3’ | IDT integrated DNA technologies |
| FGF21 | 5’-GCTGCTGGAGGACGGTTACA-3’  5’-CACAGGTCCCCAGGATGTTG-3’ | IDT integrated DNA technologies |
| Bmp8b | 5’-CAACCACGCCACTATGCAG-3’  5’-CACTCAGCTCAGTAGGCACA-3’ | IDT integrated DNA technologies |
| CD11b | 5’-CGGAAAGTAGTGAGAGAACTGTTTC-3’  5’-TTATAATCCAAGGGATCACCGAATTT-3’ | IDT integrated DNA technologies |
| MCP-1 (CCl2) | 5’-CAGCCAGATGCAGTTAACGC-3’  5’-GCCTACTCATTGGGATCATCTTG-3’ | IDT integrated DNA technologies |
| TNFα | 5’-AGCCGATGGGTTGTACCT-3’  5’-TGAGTTGGTCCCCCTTCT-3’ | IDT integrated DNA technologies |
| α-SMA | 5’-ATTGTGCTGGACTCTGGAGATGGT-3’  5’-TGAGTCACGGACAATCTCACGCT-3’ | IDT integrated DNA technologies |
| Col1a1 | 5’-TTCTCCTGGCAAAGACGGACTCAA-3’  5’-AGGAAGCTGAAGTCATAACCGCCA-3’ | IDT integrated DNA technologies |
| CD68 | 5'- CAAGGTCCAGGGAGGTTGTG -3'  5'- CCAAAGGTAAGCTGTCCATAAGGA -3' | IDT integrated DNA technologies |
| CXCL1 | 5'- TAGTAGAAGGGTGTTGTG-3'  5'- GTAACAGTCCTTTGAACG-3' | IDT integrated DNA technologies |
| CXCL4 | 5'- CCCTAGACCCATTTCCTCAA-3'  5'- AGAAACAACAGGCCCAGAAG-3' | IDT integrated DNA technologies |
| CXCL7 | 5’-GGAAAATCTGATGGCATGGAC-3’  5’-CAGGCACGTTTTTTGTCCATTCT-3’ | IDT integrated DNA technologies |
| CXCL12 | 5’-TGCATCAGTGACGGTAAACCA-3’  5’-AGATGCTTGACGTTGGCTCT-3’ | IDT integrated DNA technologies |
| CXCR4 | 5’-TCAGTGGCTGACCTCCTCTT-3’  5’-CTTGGCCTTTGACTGTTGGT-3’ | IDT integrated DNA technologies |
| CCR2 | 5’-AGAGAGCTGCAGCAAAAAGG-3’  5’-GGAAAGAGGCAGTTGCAAAG-3’ | IDT integrated DNA technologies |
| ATGL | 5'- AACACCAGCATCCAGTTCAA-3'  5'- GGTTCAGTAGGCCATTCCTC-3' | IDT integrated DNA technologies |
| LDLR | 5'-GCTCCATAGGCTATCTGCTCTTCA-3'  5'-GCGGTCCAGGGTCATCTTC-3' | IDT integrated DNA technologies |
| LPL | 5’-GGGAGTTTGGCTCCAGAGTTT-3’  5’-TGTGTCTTCAGGGGTCCTTAG-3’ | IDT integrated DNA technologies |
| HSL | 5’-GGCTCACAGTTACCATCTCACC-3’  5’-GAGTACCTTGCTGTCCTGTCC-3’ | IDT integrated DNA technologies |
| AP2 | 5'-AAGCCCACTCCCACTTCTTT-3'  5'-TCACCTGGAAGACAGCTCCT-3' | IDT integrated DNA technologies |
| Adiponectin | 5'-AACATTCCGGGACTCTACT-3'  5'-TACTGGTCGTAGGTGAAGAG-3' | IDT integrated DNA technologies |
| PPARγ | 5'-TGCTGTTATGGGTGAAACTCTG-3'  5'-CTGTGTCAACCATGGTAATTTCTT-3' | IDT integrated DNA technologies |
| Dio2 | 5'-CATCTTCCTCCTAGATGCCTA-3'  5'-CTGATTCAGGATTGGAGACGTG-3' | IDT integrated DNA technologies |
| PRDM16 | 5'-CACAAGACATCTGAGGACAC-3'  5'-CTCGTGTTCGTGCTTCTT-3' | IDT integrated DNA technologies |
| C/EBPα | 5'-CGCAAGAGCCGAGATAAAGC-3'  5'-CGGTCATTGTCACTGGTCAACT-3' | IDT integrated DNA technologies |
| C/EBPβ | 5'-TGATGCAATCCGGATCAAACGTGG-3'  5'-TTTAAGTGATTACTCAGGGCCCGGCT-3' | IDT integrated DNA technologies |
| α-SMA (human) | 5’-CCAGAGCCATTGTCACACAC-3’  5’-CAGCCAAGCACTGTCAGG-3’ | IDT integrated DNA technologies |
| TIMP (human) | 5’-GGAGAGTGTCTGCGGATACTTC-3’  5’-GCAGGTAGTGATGTGCAAGAGTC-3’ | IDT integrated DNA technologies |
| IL-1β (human) | 5’-CAACAGGCTGCTCTGGGATT-3’  5’-CATGGCCACAACAACTGACG-3’ | IDT integrated DNA technologies |
| β-Actin (human) | 5’-CATGTACGTTGCTATCCAGGC -3’  5’-CTCCTTAATGTCACGCACGAT -3’ | IDT integrated DNA technologies |

- 1. **Biological samples**

| **Description** | **Source** | **Identifier** |
| --- | --- | --- |
|  |  |  |

- 1. **Deposited data**

| **Name of repository** | **Identifier** | **Link** |
| --- | --- | --- |
| **Gene Expression Omnibus (GEO)** | **GSE250004** |  |

- 1. **Software**

| **Software name** | **Manufacturer** | **Version** |
| --- | --- | --- |
| **Image J** | **imageJ** | **1.53c** |
| **Prism** | **Graphpad** | **9.4.1** |

- 1. **Other (*e.g*. drugs, proteins, vectors etc.)**

|  |  |  |
| --- | --- | --- |
|  |  |  |

- 1. **Please provide the details of the corresponding methods author for the manuscript:**

| Shuxia Wang, MD,Ph.D., Department of Pharmacology and Nutritional Sciences, University of Kentucky, 900 South Limestone, 583 Wethington Building, Lexington, KY 40536, USA. ; Email:  |
| --- |

**2.0 Please confirm for randomised controlled trials all versions of the clinical protocol are included in the submission. These will be published online as supplementary information.**

| **N/A** |
| --- |

How the deposited data were processed for this re-analysis (not part of the article)

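Liver RNA of 16 male mice was measured, 4 mice in each of 4 groups: TSP1F/F and TSP1ΔPf4 mice fed the LF or the AMLN diet for 32 weeks. The authors deposited 2 tables, one comparing the diets in TSP1F/F mice and one comparing them in TSP1ΔPf4 mice. According to the paper, the authors sequenced paired reads of 150 bases on a NovaSeq instrument, aligned them with STAR 2.7.8a to mm10 and made the counts per gene from these alignments. The program that counted reads, the annotation release and whether counting was by strand are not stated in its text. The signal values were made by the authors by dividing each count by 1 size factor per library. The FPKM values were made by the authors by dividing counts by the deposited gene length and by a total for the library. The log2 fold changes (AMLN over LF) and the p-values were made by the authors with DESeq2 and are given as deposited. All 48 columns of values for single mice were matched to a group and replicate, and 0 were left unmatched.

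The deposited tables hold genes selected at an unadjusted p-value under 0.05, 2558 genes for TSP1F/F and 3399 for TSP1ΔPf4, and 752 genes are in both. Gene coordinates are those of mm10 in GENCODE, and 96.5% and 95.6% of the listed genes have the same coordinates there. Because TMM needs unselected genes, library totals were computed instead from the deposited counts, gene lengths and FPKM, which departs from the written design. The median library total was 21485268. CPM are counts scaled to this library total. Replicate numbers are those of the deposited columns and were not taken as pairs.

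Genes were filtered with filterByExpr and tested with edgeR 4.0.16 (quasi-likelihood F test, prior count 0.125) in R 4.3.3 with limma 3.58.1. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change over 0.25, the paper's thresholds. The Benjamini-Hochberg adjustment of the diet comparisons covered the number of genes the authors adjusted over, 16784 for TSP1F/F and 13927 for TSP1ΔPf4, taking each gene outside the tables as not called. The genotypes were compared on each diet, and in their response to the diet by an interaction term, over the genes in both tables only, and adjusted over the genes tested. The dispersion shared between genes was estimated from selected genes, which limits every p-value given. Counts of 3 or fewer in every library of a group were taken as a floor, and folds against such a group are given as lower bounds.

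Gene lists numbered 27 and were written before the data were examined, as were the tests, the thresholds, the alternatives and the rule for naming genes. That rule names each gene the paper names and, in each comparison, up to 5 genes with the largest rise and 5 with the largest fall among those called whose groups do not overlap. Genes outside this rule that are named as the members of a count or a list were named after their values were seen. The library totals, the list test and 5 further lists were chosen afterwards. The gene set tests first chosen, camera and fry, need unselected genes. Lists were therefore tested by a one-sided Fisher's exact test, which counts how many members are listed as raised or lowered among all genes the authors adjusted over. Genes with an authors' adjusted p-value of exactly 1, which DESeq2 had not adjusted, were left out, and every list member was taken as testable. The adjustment covered 108 tests for the 27 lists, and 128 tests for the 5 further lists, taken together with the others. For each list the number of genes called for the diet is given over all genes and adjusted over the list alone.

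The lists were the targeted gene, the chemokines named in the text, the other chemokines and receptors of Fig. 6B, the inflammation and macrophage genes of Fig. 6A, the fibrosis genes of Fig. 3F, the platelet genes of Fig. 7B, chemokine ligands, chemokine receptors, the tumor necrosis factor superfamily, acute phase genes, interferon-stimulated genes, cell cycle genes, cholesterol synthesis genes, fatty acid synthesis genes, adipocyte genes, red blood cell genes, the brown fat hormone and its receptors, and markers of platelets and megakaryocytes, neutrophils, T cells, B cells, monocyte-derived macrophages, Kupffer cells, stellate cells, hepatocytes, endothelium and cholangiocytes. KEGG, gene ontology and Reactome memberships were not used here.

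The alternatives were DESeq2 1.42.0, other filters, other thresholds, a replicate block, all 16 mice in 1 fit for the genotypes, other scalings, other adjustments and each mouse left out in turn. The test was also tried on simulated data with 200 genes changed 8-fold at the dispersions of the 2 tables. It recovered 162 (81%) with 13 false calls at the dispersion of TSP1F/F and 183 (91.5%) with 8 false calls at that of TSP1ΔPf4. Every simulated gene of a table had the same dispersion, estimated from the selected genes, and smaller changes were not simulated. These shares therefore do not give the power of the test for the listed genes. Counts over all genes for the AMLN-fed genotypes were not made, since they need genes outside the tables.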

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

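The tests of library depth, of immediate early genes and of selection on the interaction were chosen after the results were seen. The genes named in the diet comparisons gave 94 groups of 4 mice. In 7 of these a mouse lay farther from the others than Dixon's 95% critical value, where chance gives 4.7. Genes named only in other comparisons were not tested in this way. No biological explanation for these 7 single mice was tested, since the design names no difference between mice of a group.

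In TSP1F/F mice on the LF diet, replicate 1 was high for Orm2 (ratio 0.852; 25.6 CPM against 4.29 to 7.43) and Col1a1 (ratio 0.836; 3.97 against 0.0551 to 0.697). Replicate 3 was high for Adgre1 (ratio 0.976; 19.2 against 3.48 to 3.86) and Slco1a1 (ratio 0.920; 1509 against 421.3 to 508.2). On the AMLN diet, replicate 4 was high for Clec4f (ratio 0.856; 213.7 against 96.1 to 113.1). Without the mouse concerned, the log2 fold changes by diet were 3.55 for Orm2, 4.88 for Col1a1, 2.88 for Adgre1, −3.32 for Slco1a1 and 0.81 for Clec4f. By edgeR's quasi-likelihood test Orm2 and Adgre1 were called only when that mouse was left out. Orm2 has close paralogs, and whether reads shared with them differ between mice was not tested.

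In TSP1ΔPf4 mice, AMLN replicate 3 was high for Gpnmb (ratio 0.962; 12.2 CPM against 5.47 to 5.73), and LF replicate 3 was high for Leap2 (ratio 0.884; 169.1 against 55.6 to 68.8). Without that mouse the log2 fold changes by diet were 4.71 for Gpnmb and −2.05 for Leap2, and both genes were still called.

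The response to the diet differed between the genotypes for Neat1, mt-Th and mt-Nd3, with interaction log2 fold changes of −2.81, −3.74 and −2.74 (adjusted p = 0.0455, 0.0495 and 0.0455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neat1 had 42.8 ± 22.1 CPM on the LF and 178 ± 39.3 on the AMLN diet in TSP1F/F, and 54.6 ± 25.3 and 32.2 ± 13.0 in TSP1ΔPf4 livers (SD, n = 4 mice each). For mt-Th the means were 6.71 ± 4.24, 20.7 ± 8.81, 11.5 ± 10.2 and 2.64 ± 1.26 CPM in the same order, and for mt-Nd3 55.5 ± 11.5, 109.6 ± 41.7, 82.5 ± 60.0 and 24.3 ± 5.51. With 1 mouse left out, Neat1 and mt-Nd3 stayed past the threshold in 10 of 16 fits and mt-Th in 7. In TSP1ΔPf4 LF replicate 3, mt-Nd3 had 172 CPM against 48.9 to 57.5 in the rest of its group. For mt-Th that mouse had 26.6 against 4.46 to 7.49. Without it the interactions of Neat1, mt-Th and mt-Nd3 were −2.46, −2.90 and −2.09, and 0 genes were called. Mitochondrial genes have nuclear copies that can share their reads.

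Of 100 regroupings of the genotypes within each diet, the real one included, 4 gave 3 or more such genes. The highest number, in another regrouping, was 118. These values decide nothing about a random grouping of the mice, because the listed genes were selected within the real groups. Selection of the listed genes stays open for the interaction: 6 of 40 simulated pairs of tables with no genotype effect gave as many interaction calls. These 3 genes may therefore be a product of that selection. An effect of platelet Tsp1 on them also stays open. Short transcripts as the reason for the mitochondrial genes cannot be told apart from their own behavior, because only 2 other genes in both tables are as short (348 bp or less), with a median log2 fold change of −0.37 between the AMLN-fed genotypes against −2.97 for the 7 mitochondrial genes.

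The paper does not report the diet comparison within TSP1ΔPf4 mice. In it, 92 of 3089 tested genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 45 raised and 47 lowered by the AMLN diet, with 1045 and 1604 at an unadjusted p-value under 0.05. The number ranged from 1, without TSP1ΔPf4 LF replicate 4, to 182, without TSP1ΔPf4 AMLN replicate 4. Only 1 of the 35 splits of the 8 mice, the real one, gave as many genes, but the listed genes were selected on that split, so this decides nothing. Large rises were seen in Adcy3 and Gm10032, at least 4.08-fold and 3.48-fold, and in Gpnmb and Ephb2, with log2 fold changes of 5.09 and 4.14. With 1 mouse left out, Gpnmb was called in 7 of 8 fits and the other 3 genes in 2 each. The largest falls were in Mup11 (−3.05), Leap2 (−2.56), Chrna1os (−2.52), AC121151.1 (−2.29) and Tff3 (−2.18). AC121151.1 was called in 0 of 8 such fits and the other 4 genes in 3 each. Mup11 has close paralogs, and Chrna1os is an antisense transcript whose counts depend on whether reads were counted by strand.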

How the results depend on the processing

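The scaling by TMM over the listed genes and by the authors' size factors, the adjustment over the listed genes, the authors' own p-values and the restriction to genes changed alike in both tables were chosen after seeing the data. The cause of a change was not tested, except where the setting itself tests fewer genes or mice, asks for a smaller p-value or adjusts over fewer genes.

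The number of genes changed by the diet in TSP1F/F was 52. It was 644 with DESeq2, 83 without a filter on low counts, 1 at an adjusted p-value under 0.01, 784 with adjustment over the listed genes only, 784 with the authors' deposited adjusted p-value and 2558 with their unadjusted p-value under 0.05. With at least 10 counts in every library, other fold change thresholds, the authors' size factors or TMM it was between 45 and 62. Across the 8 fits that each left out 1 mouse it ranged from 2, without LF replicate 4, to 61, without LF replicate 3, and 39 of these 61 were among the 52.

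In TSP1ΔPf4 the number was 92. It was 1197 with DESeq2, 54 with at least 10 counts in every library, 2 at an adjusted p-value under 0.01, 198 with TMM (160 raised and 38 lowered), 1985 with adjustment over the listed genes only, 1293 with the authors' deposited adjusted p-value and 3399 with their unadjusted p-value under 0.05. It stayed between 78 and 94 without a filter, with other fold change thresholds and with the authors' size factors. Across the 8 fits that each left out 1 mouse it ranged from 1, without LF replicate 4, to 182, without AMLN replicate 4.

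Between the AMLN-fed genotypes 66 genes were called. The number was 20 at an adjusted p-value under 0.01 and 28 among genes changed alike in both tables. It was 73 with DESeq2 (17 higher and 56 lower), 48 with TMM (11 and 37), 54 with all 16 mice in 1 fit and 58 with at least 10 counts in every library. Across the 8 fits that each left out 1 mouse it ranged from 22, without TSP1ΔPf4 AMLN replicate 2, to 84, without TSP1F/F AMLN replicate 2. Between the LF-fed genotypes it was 0 under each alternative run, where 44 genes had an unadjusted p-value under 0.05 in the comparison as reported.

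The interaction called 3 genes, all negative, and 45 with DESeq2 (12 positive and 33 negative), 22 with at least 10 counts in every library, 15 with TMM (8 positive and 7 negative) and 0 at an adjusted p-value under 0.01, beside 110 at an unadjusted p-value under 0.05. Across 16 fits that each left out 1 mouse it ranged from 0, for example without TSP1F/F AMLN replicate 4, to 24, without TSP1F/F AMLN replicate 2. The median interaction log2 fold change was −0.34 with library totals, 0.05 with TMM and 0.00 with DESeq2. Genes raised in TSP1F/F and lower in AMLN-fed TSP1ΔPf4 livers numbered 13, and 31 with DESeq2, and ranged from 2, without TSP1F/F LF replicate 4, to 18, without TSP1F/F LF replicate 3. Of the 108 list tests 21 passed 0.05, and 17 when lists were counted over genes with the authors' adjusted p-value under 0.05, 14 of them shared. In TSP1F/F T cell, cholangiocyte and adipocyte genes raised and cholesterol synthesis genes lowered were lost, and chemokine receptors and interferon-stimulated genes raised were gained. In TSP1ΔPf4 the genes of Fig. 6A, fatty acid synthesis and adipocyte genes raised were lost, and hepatocyte markers lowered were gained.

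Named genes were refitted 845 times, and 637 fits kept direction and side of the threshold, 173 lost the call, 30 gained it and 5 reversed. With DESeq2, 55 of 75 kept both, 17 gained the call and 1 lost it. The reversals were small values that no fit called. The log2 fold change of Cxcl10 between AMLN-fed genotypes was 0.0396 with DESeq2. Cxcl9, which was not refitted as a named gene, was 0.22 there. Col1a1 between them was 0.30 with DESeq2, 0.03 without TSP1F/F AMLN replicate 1, 0.41 without TSP1F/F AMLN replicate 3 and 0.31 without TSP1ΔPf4 AMLN replicate 4, its lowest value being −0.71 without TSP1ΔPf4 AMLN replicate 3.

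With the replicate number as a block the diet called 10 genes in TSP1F/F and 4 in TSP1ΔPf4, the AMLN-fed genotypes differed in 116 genes and the interaction called 0. Within each genotype the replicate numbers do not pair the LF-fed with the AMLN-fed mice. After removal of the group means, the correlation between mice of the same number ran from −0.37 to 0.25 in TSP1F/F. In TSP1ΔPf4 it ran from −0.48 to 0.29. A diet call lost under this block is therefore not a weaker effect. Mice of the same number were not compared across the genotypes, so the rise from 66 to 116 genes stays unexplained.

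Camera, fry, camera with estimated correlation, random lists and lists centred on the median were not run, since they need genes that were not selected. All 16 mice in 1 fit was not run for the diet comparisons, for which the tables hold different genes. The alternatives written for normalized values alone, or for the authors' comparison alone, did not apply. Counts of a few reads limit genes such as Thbs1, Pf4 and Cxcl5, whose values rest on few reads per library.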

Differences from the paper's values

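The paper gives 1726 genes raised and 832 genes lowered by the AMLN diet in TSP1F/F mice, and 50 and 2 were called here. None of the alternatives set before the data were examined closes the gap for either number. The nearest was DESeq2 with 518 raised and 126 lowered. The authors' deposited unadjusted p-value under 0.05, a setting chosen after seeing the values, gives 1726 raised and 832 lowered. The authors' deposited adjusted p-value under 0.05, also chosen after seeing the values, gives 642 and 142.

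The paper describes Orm2, Pf4 and Pik3r5 as raised by the AMLN diet in TSP1F/F mice. Here they rose by log2 fold changes of 2.74, 3.14 and 3.21 without being called over all genes (adjusted p = 0.0829, 0.232 and 0.0684 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 were called with DESeq2, and Orm2 also without TSP1F/F LF replicate 1, where its log2 fold change was 3.55. The paper describes these platelet genes as lower in AMLN-fed TSP1ΔPf4 livers. Against AMLN-fed TSP1F/F livers Orm2 and Plek were lower, and within TSP1ΔPf4 mice both rose with the diet, by log2 fold changes of 1.82 and 1.27.

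The paper lists the production of tumor necrosis factor superfamily cytokines among the processes lowered in AMLN-fed TSP1ΔPf4 livers. The genes of that process were not analysed here as a set. Of the family members themselves, the 2 that could be tested, Tnfrsf1a and Tnfrsf21, were higher there by 0.29 and 0.42 and were not called.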

Other observations

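The tests of library depth, of immediate early genes and of selection on the interaction were chosen after the results were seen, and so were the lists of immediate early, sex chromosome, clock, male-biased and female-biased genes.

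The authors' deposited table for TSP1ΔPf4 holds 1293 genes at an adjusted p-value under 0.05, 454 raised and 839 lowered by the diet. The paper gives 1293 as the number of genes raised in a comparison of the AMLN-fed genotypes. No reason for the equal numbers was tested.

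Of the 752 genes in both of the authors' deposited tables, 703 (93.5%) changed in the same direction, 479 raised and 224 lowered, and 49 in opposite directions. In the authors' deposited tables the median log2 fold change of the 479 was 2.05 in TSP1F/F and 1.31 in TSP1ΔPf4, and 407 of them (85.0%) had the larger value in TSP1F/F. The 224 lowered genes had medians of −0.93 and −0.74. A larger response in TSP1F/F and a selection that favours large values where mice vary more could both give this. In 9 of 40 simulated pairs of tables with equal effects and such a selection the share was as high. All 9 were among the 10 pairs with the smallest effects tried (SD 0.5), a setting added after other results were seen. These 10 pairs shared a median of 177 genes. With an effect SD of 1 the pairs shared a median of 747.5 genes, close to the 752 seen, and the share was 70.9% to 75.5%. At that setting selection gave less than the 85.0% seen, which argues against selection as the whole reason. The size of the true effects is unknown and no SD between 0.5 and 1 was tried, so a part played by selection stays open.

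Of the 35 splits of the 8 AMLN-fed mice, only the real one, 1 split, gave as many as 66 genes, and the highest other split gave 1. In 0 of 40 simulated pairs of tables with no genotype effect did selection give as many calls, the highest number being 1. The splits decide nothing about a random grouping of the AMLN-fed mice, because the listed genes were selected within the real groups. The simulation argues against selection only under its own settings, with 1 dispersion per table and genes drawn independently. Its pairs held a median of 13 genes changed in opposite directions, where 49 were seen. Of the 62 genes called lower, 27 are listed as raised in TSP1F/F and lowered in TSP1ΔPf4. A part played by selection in the genes called between the AMLN-fed genotypes therefore stays open. An effect of platelet Tsp1 stays open, as do differences in handling or sequencing between the groups, which were not tested. Between the LF-fed mice all 35 of 35 splits gave at least the 0 genes of the real one. For the diet in TSP1F/F, 1 of 35 splits, the real one, gave as many as 52 genes, which decides nothing because the listed genes were selected on it.

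Of the 1726 genes listed as raised in TSP1F/F, 41.7% were highest in AMLN replicate 3 and 36.3% in AMLN replicate 4. Library depth as the whole reason is argued against by that 36.3%, since replicate 4 has the lowest library total of its group. Of the genes listed as lowered, LF replicate 3 was highest for 65.0% in TSP1F/F and for 78.0% in TSP1ΔPf4. No biological explanation was tested.

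Genes listed as lowered in TSP1ΔPf4 were short, with a median length of 2058 bp against 4964 bp for those raised (2929.5 and 4151.5 in TSP1F/F), and they included 118 ribosomal protein genes and 195 pseudogenes. Without LF replicate 3 the median log2 fold change of the 948 shorter lowered genes was −0.75, against −1.03 with all mice. An effect of LF replicate 3 alone cannot be told apart from an effect of the diet by this value, because the genes were selected as lowered with that mouse included. A difference in RNA quality or library preparation was not tested, and reads shared between ribosomal protein genes and their pseudogenes stay open.

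Of 23 immediate early genes, 15 are listed as raised in TSP1F/F (p = 3.16e-10, adjusted p = 2.02e-08, one-sided Fisher's exact test). In TSP1ΔPf4 2 are listed as raised and 7 as lowered (adjusted p = 1 and 0.107, Fisher's exact test). Fosb, Fos and Cyr61 were lower in AMLN-fed TSP1ΔPf4 than in AMLN-fed TSP1F/F livers, with log2 fold changes of −4.80, −2.71 and −1.76. The median interaction of the 5 members in both tables was −2.06. It decides nothing about scaling between the tables, because 3 of the 5 had prompted the list and a factor between the tables cancels in it. How the tissue was collected cannot be told apart from an effect of genotype, because no collection times are at hand for these 5 genes. Of 15 male-biased liver genes, 7 are listed as lowered in TSP1F/F and 7 in TSP1ΔPf4 (p = 3.20e-06 and 0.00150, adjusted p = 5.12e-05 and 0.0120, Fisher's exact test). Sex chromosome, clock and female-biased genes did not pass 0.05 in either table.

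Cxcl5 is listed with opposite directions in the 2 tables, raised by the diet in TSP1F/F and lowered in TSP1ΔPf4. In TSP1ΔPf4 it had 0 counts in every AMLN-fed mouse and in 2 of the 4 LF-fed mice, and at most 12 counts in the others. Its interaction had an adjusted p = 0.0558 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The list of chemokines named in the text had 3 of 5 members raised in TSP1F/F (p = 0.00925, adjusted p = 0.0476, Fisher's exact test) and 2 in TSP1ΔPf4 (p = 0.0781, adjusted p = 0.264, Fisher's exact test), with 0 called over all genes and 2 and 0 called adjusted over the list alone. Ccl2 and Cxcl5 were called between the AMLN-fed genotypes. Cxcl1 and Cxcl2 were analysed in TSP1ΔPf4 mice only, where Cxcl1 rose with the diet by a log2 fold change of 0.99 (adjusted p = 0.292, same edgeR test) and Cxcl2 had 0 counts in every LF-fed mouse and few on the AMLN diet. Cxcl2 and Cxcl5 were not adjusted by the authors in TSP1ΔPf4 and are left out of the list tests there. The other chemokines and receptors of Fig. 6B had 2 and 1 of 6 raised (p = 0.120 and 0.461, adjusted p = 0.350 and 0.987, Fisher's exact test) and 0 called. All 4 fibrosis genes of Fig. 3F are listed as raised in TSP1F/F (p = 1.11e-04, adjusted p = 0.00134, Fisher's exact test) and 1 in TSP1ΔPf4 (p = 0.337, adjusted p = 0.828, Fisher's exact test), with Timp1 called over all genes and 3 and 1 called adjusted over the list alone. Col1a1 did not differ detectably between the AMLN-fed genotypes (log2 fold change −0.08, adjusted p = 0.958 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its direction depended on single mice and on scaling. Nrg4 rose in the liver of TSP1F/F mice from 2.78 ± 1.07 to 6.43 ± 1.21 CPM with the AMLN diet (SD, n = 4 mice each; log2 fold change 1.21, adjusted p = 0.294, same edgeR test).

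Markers of Kupffer cells were listed as raised for 8 of 10 in TSP1F/F and 7 in TSP1ΔPf4 (p = 4.58e-07 and 7.72e-06, adjusted p = 8.25e-06 and 1.04e-04, Fisher's exact test), with 2 and 3 called over all genes, and 8 and 7 raised and 1 and 0 lowered adjusted over the list alone. Between the AMLN-fed genotypes 6 of the 7 tested were lower, 1 of them (Cd5l) called and 2 adjusted over the list alone. Stellate cell markers were raised for 11 of 14 and for 6 (p = 3.58e-09 and 0.00130, adjusted p = 1.93e-07 and 0.0117, Fisher's exact test), with 3 and 0 called over all genes and 7 and 4 adjusted over the list alone, and with Col3a1 called lower in AMLN-fed TSP1ΔPf4 and 2 adjusted over the list alone. Platelet and megakaryocyte markers were raised for 2 of 15 in TSP1F/F, Pf4 and Clec1b, and for 0 in TSP1ΔPf4 (p = 0.466 and 1, adjusted p = 0.987 and 1, Fisher's exact test), with 0 called over all genes and 2 and 0 adjusted over the list alone. B cell markers were raised for 2 of 8 and 0 (p = 0.195 and 1, adjusted p = 0.527 and 1, Fisher's exact test), with 0 called either way. Endothelial markers were raised for 3 and 2 of 8 (p = 0.0409 and 0.180, adjusted p = 0.152 and 0.499, Fisher's exact test), with 0 called over all genes and 1 and 2 adjusted over the list alone. Cholangiocyte markers were raised for 4 and 2 of 8 (p = 0.00555 and 0.180, adjusted p = 0.0315 and 0.499, Fisher's exact test), with 0 called over all genes and 2 and 0 adjusted over the list alone. Hepatocyte markers were lowered for 5 of 15 in each genotype (p = 5.79e-04 and 0.0356, adjusted p = 0.00569 and 0.148, Fisher's exact test), with G6pc called in TSP1ΔPf4 and 0 and 5 lowered adjusted over the list alone, and 2 were raised in TSP1ΔPf4. In addition, 1 Kupffer cell marker was lowered in TSP1F/F, and 1 endothelial marker, 1 acute phase gene and 1 red blood cell gene were lowered in TSP1ΔPf4. Left out of these tests, as not adjusted by the authors in TSP1ΔPf4, were Mmrn1, listed as lowered, and Lox and Bub1, listed as raised.

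Cell cycle genes were raised for 9 of 12 in TSP1F/F and 3 in TSP1ΔPf4 (p = 2.08e-07 and 0.105, adjusted p = 4.49e-06 and 0.323, Fisher's exact test), with 3 and 0 called adjusted over the list alone and 0 over all genes. Acute phase genes were raised for 4 and 5 of 13 (p = 0.0373 and 0.00583, adjusted p = 0.149 and 0.0315, Fisher's exact test), with 1 and 2 called over all genes and 3 and 4 adjusted over the list alone, and Orm2 and Orm3, which are paralogs, were called lower in AMLN-fed TSP1ΔPf4. Adipocyte genes were raised for 4 of 8 in each genotype (p = 0.00555 and 0.00460, adjusted p = 0.0315 and 0.0292, Fisher's exact test), with Fabp4 called in TSP1F/F, Cidec and Plin4 in TSP1ΔPf4, and 4 and 3 adjusted over the list alone. Fatty acid synthesis genes were raised for 2 and 5 of 12 (p = 0.354 and 0.00390, adjusted p = 0.850 and 0.0280, Fisher's exact test), with 0 called over all genes and 1 and 2 adjusted over the list alone. Cholesterol synthesis genes were lowered for 5 of 18 in each genotype (p = 0.00146 and 0.0732, adjusted p = 0.0121 and 0.255, Fisher's exact test), with 0 called over all genes and 2 and 2 adjusted over the list alone, and 1 was raised in each. Interferon-stimulated genes were raised for 5 and 3 of 17 (p = 0.0247 and 0.228, adjusted p = 0.111 and 0.599, Fisher's exact test) and lowered for 3 in each genotype (p = 0.0488 and 0.381, adjusted p = 0.176 and 0.895, Fisher's exact test), with 0 called over all genes, and 4 raised and 1 lowered in TSP1F/F and 0 in TSP1ΔPf4 adjusted over the list alone. Red blood cell genes were raised for 2 and 0 of 5 (p = 0.0856 and 1, adjusted p = 0.280 and 1, Fisher's exact test), with 0 called over all genes and 1 and 0 adjusted over the list alone. The brown fat hormone Nrg4 and its receptors had 1 and 0 of 3 raised (p = 0.278 and 1, adjusted p = 0.698 and 1, Fisher's exact test), and the targeted gene alone 1 and 0 of 1 (p = 0.103 and 1, adjusted p = 0.323 and 1, Fisher's exact test), each with 0 called over all genes and 1 called adjusted over the list alone in TSP1F/F.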
